# PPARɑ variant V227A reduces plasma triglycerides through enhanced lipoprotein lipolysis

**DOI:** 10.1016/j.jlr.2025.100806

**Published:** 2025-04-15

**Authors:** Lauren F. Uchiyama, Gabriel P.M. Ordonez, Khoi T. Pham, John P. Kennelly, Maykel López Rodríguez, Lany Tran, Peter Tontonoz, Alexander Nguyen

**Keywords:** lipolysis and fatty acid metabolism, lipoprotein lipase, liver, PPARs, triglycerides

## Abstract

Human single nucleotide variants in peroxisome proliferator-activated receptor-ɑ (PPARɑ) have been associated with beneficial metabolic phenotypes, yet their specific effects on metabolic gene expression are not well defined. Here, we developed a mouse model of a human PPARɑ variant encoding a substitution of valine for alanine at position 227 (V227A) to explore the role of this variant on systemic metabolism. Substitution with this variant in mice reduced plasma triglycerides, without altering body mass or liver lipid accumulation, consistent with phenotypes observed in human cohorts. Gene expression analysis revealed that the V227A variant enhances *Ppara* target gene expression in mouse liver, consistent with the effects of synthetic PPARɑ agonist treatment. Notably, V227A increased hepatic expression of *Lpl*, the predominant enzyme responsible for circulating triglyceride hydrolysis. Further characterization revealed that heart tissue from variant mice exhibited increased *Lpl* expression and triglyceride hydrolysis activity, suggesting that V227A enhances cardiac triglyceride clearance. These findings validate human observational studies and clarify the physiological impact of the V227A PPARɑ variant on plasma triglycerides.

Peroxisome proliferator-activated receptor-ɑ (PPARɑ) is a ligand-activated nuclear hormone receptor that regulates tissue and systemic lipid metabolism. Under fasting conditions, ligand-bound PPARɑ promotes transcription of genes involved in peroxisomal and mitochondrial β-oxidation, fatty acid transport, lipoprotein catabolism, and ketogenesis. The importance of PPARɑ in liver has been well characterized in mouse models. Loss of hepatocyte *Ppara* leads to hepatic steatosis due to impaired fatty acid catabolism (1), while activation improves steatohepatitis in models of metabolic dysfunction-associated steatotic liver disease (MASLD) (2). *Ppara*-deficient mice exhibit increased plasma triglycerides with increased hepatic VLDL secretion as a major contributor in female mice (3, 4). PPARɑ agonist treatment reduces plasma triglycerides through both reduced VLDL secretion and enhanced circulating triglyceride clearance (5). Given the use of PPAR agonists in the management of clinical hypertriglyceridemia and in clinical trials for MASLD-associated steatohepatitis and fibrosis (6), understanding the molecular regulation of PPARɑ transcriptional activity may provide opportunities for control of metabolic dysfunction.

Coding variants in human PPARɑ resulting from non-synonymous single nucleotide polymorphisms (SNPs) have been implicated in altered lipid metabolism (7). The rs1800234 T > C variant, encoding alanine instead of valine at position 227 (V227A), is one of the most prevalent coding variants. It exists in Asian and Latino populations with an allele frequency of approximately 4% (www.ncbi.nlm.nih.gov/snp/docs/gsr/alfa/). This variant has consistently been associated with reductions in serum triglycerides and cholesterol in Asian cohort studies (8, 9, 10). An additional study found V227A to be associated with lower prevalence of non-alcoholic fatty liver disease (NAFLD) and obesity as measured by body-mass-index, hip circumference, and waist-to-hip ratio (11). Whether these clinical observations are correlative or causally related has not been clarified. Position 227 in the PPARA protein is located within the hinge region between the DNA binding and ligand-binding domains, and this region is known to be a site for post-translational modification and co-factor binding (12). One study using an overexpression HeLa cell culture model demonstrated that expression of PPARA V227A impairs transcriptional activation of target genes through enhanced recruitment of the nuclear receptor corepressor (NCoR) (13). While this in vitro result suggests that V227A is a loss-of-function mutation, observed human phenotypes are more consistent with V227A being an activating mutation in the context of known PPARA function. The role of PPARA variants in in vivo models has not yet been explored.

Here, we generated a mouse model of the V227A variant through germline base editing of the *Ppara* locus. Base editing allows for specific introduction of a germline variant without notable off-target effects. We demonstrate that this single PPARɑ amino acid substitution impacts physiologic lipid metabolism through a reduction in circulating triglyceride levels. V227A was associated with increased expression of PPARɑ target genes, indicating an activating mutation. Specifically, this variant enhanced *Lpl* transcription in both liver and heart, likely contributing to enhanced plasma triglyceride clearance. Our findings provide insight into the impact of a human PPARɑ coding variant on tissue and systemic lipid metabolism.

## Materials and Methods

### Mice

Custom CRISPR sgRNA using protospacer sequence TATGACCCGGGCCTT was purchased from IDT. 

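The protospacer given in the methods, TATGACCCGGGCCTT, is 15 bases long and lies on the minus strand of chromosome 15 of GRCm38, from 85791001 to 85791015. *Ppara* itself is on the plus strand. The longer guide sequence of the Supplemental Materials, GTATGACCCGGGCCTTGACCT, has 21 bases and 1 match in the *Ppara* transcript, on the minus strand from 85790996 to 85791016. The next 3 bases on its strand are TGT. NG-ABEmax is an adenine base editor built on a Cas9 nickase that accepts a PAM of the form NG, which TGT fulfils. The site lies inside exon 6 (85790840 to 85791042) of the 8 exons of transcript Ppara-202 in GENCODE vM21. Because the start codon is in exon 3, this is coding exon 4, the number that the Supplemental Materials use for the genotyping primers. Codon 227 is GTC (valine), from 85791010 to 85791012. The coding substitution T680C at 85791011 turns it into GCC (alanine). On the strand of the 21-base guide, counted from 1 at its 5′ end, the same change is A6G, and it falls at position 5 of the protospacer in the methods. The other A among the first 10 bases of the guide is at position 3 (85791014), where A3G would give the protein change I228T. On the plus strand the reference reads GTCAAGGCCCGGGTCATACTCGCGGGA around the codon, and the V227A allele reads GTCAAGGCCCGGGCCATACTCGCGGGA. All 3 coding transcripts of the gene encode 468 residues and hold the same codon at the same place. Editing frequencies were not analysed here.

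**Figure D1:**
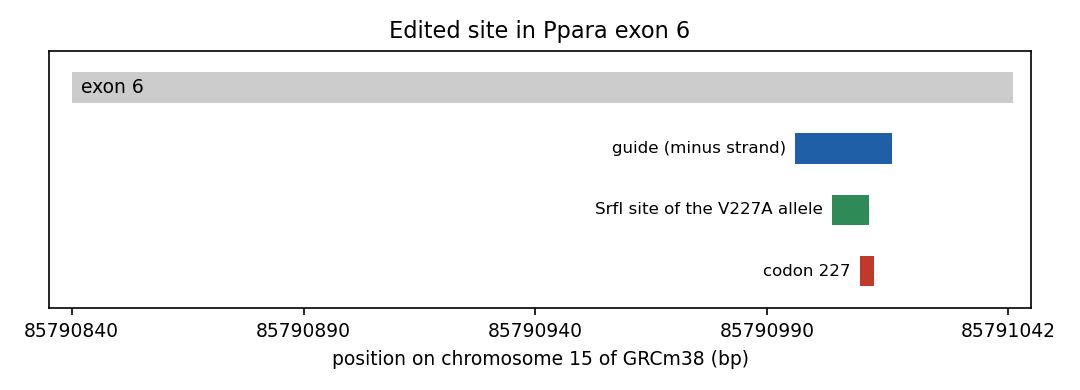
Map of the edited site in *Ppara* exon 6 on chromosome 15 of GRCm38, with position in bases along the horizontal axis. The 21-base guide lies on the minus strand across codon 227 (85791010 to 85791012), and the *SrfI* site of the V227A allele starts at 85791004.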

Full sequence is in Supplemental Materials. To generate mRNA encoding optimized adenine base editor, plasmid NG-ABEmax (Addgene #124163, gift from David Liu) was linearized with BbsI and purified using PCR Purification Kit (Qiagen). In vitro transcribed RNA was generated with linearized plasmid using mMESSAGE mMACHINE T7 Ultra kit (Ambion) and purified using MEGAclear Kit (Ambion). Mice were generated by the UCSD Transgenic Core Facility. C57BL/6NHsd (Envigo) zygotes were injected with mRNAs encoding NG-ABEmax and targeting sgRNA. Mice were initially genotyped by Sanger sequencing. A heterozygous founder mouse was obtained and backcrossed to C57BL/6NHsd mice. Genotyping strategy for the mouse colony was developed by performing SrfI (New England Biolabs) enzymatic digestion overnight on ∼400 bp PCR product containing mutation in the middle of the amplicon. 

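The enzyme *SrfI* recognizes the 8 bases GCCCGGGC. Within 150 transcript bases on either side of codon 227, the GRCm38 reference holds 0 such sites. With the V227A substitution it holds 1, which starts at position 85791004 of chromosome 15. The genotyping primers had 0 matches in the transcript sequence, and the genome around the exon was not used here, so the ends of the amplicon were not placed.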

Digest was separated on agarose gel electrophoresis. Primer sequences are in Supplemental Materials. Mouse experiments were performed on adult mice aged 12–14 weeks. Mice were housed in a temperature-controlled room (22°C with humidity approximately 50%–65%) with a 12-h light–dark cycle and under pathogen-free conditions. Mice were bred as heterozygotes. Only wild-type and homozygous mutant mice were used for experiments to maximize effect size. Mice were fed a chow diet (PicoLab Rodent Diet 20, 5053) or Western Diet (Research Diets, D12079B) unless otherwise stated. GW7647 (Cayman) was prepared in 0.5% hypromellose and gavaged at 16 and 21 h prior to tissue harvest. Fenofibrate diet (Research Diets, D22062001) contained 0.2% fenofibrate and 10 kcal% fat. All animal experiments were approved by the UCLA Animal Research Committee (protocols 1999-131 and 2003-166). For 6-h fasting experiments, mice were fasted from 8am to 2pm. For 16-h fasting experiments, mice were fasted from 8pm to 12pm unless otherwise indicated. Lipase activity and triglyceride uptake experiments were performed on 16-h fasted mice.

### Cloning

To generate sgRNA expression plasmid, phosphorylated primers containing protospacer sequence (GTATGACCCGGGCCTT) were used to amplify pFYF1320 EGFP Site#1 (Addgene #47511) using KOD Hot Start polymerase (Millipore). PCR products were subject to *DpnI* treatment (NEB), DNA purification (QIAPrep columns, Qiagen) and T4 ligation (NEB). Primer sequences are in Supplemental Materials.

### Cell culture

Hepa1-6 cells (ATCC) were cultured in Dulbecco’s modified Eagle’s medium (DMEM) with 10% fetal bovine serum (FBS) and antibiotics at 37°C and 5% CO_2_. NG-ABEmax and cloned sgRNA expression plasmids were used for transient transfections. Lipofectamine 2000 (Invitrogen) was used for plasmid transfections after which cells were transiently selected using puromycin (1ug/ml) for 24 h. Dilution cell cloning was performed on surviving cells. DNA was isolated and purified from clonal populations (QIAPrep columns, Qiagen) and subject to PCR amplification prior to Sanger sequencing.

### Lipid measurements

Tissues were homogenized followed by lipid extraction and quantitation as previously described (14). Cholesterol (WAKO, NC9138103), triglycerides (Sekisui, 36-100-4169), and non-esterified fatty acids (WAKO, 991–34891) were measured from plasma and lipid fraction from tissues using the indicated colorimetric assay.

### VLDL secretion

Adult male mice were fasted for 16 h overnight (4pm-8am) followed by intraperitoneal poloxamer-407 (Sigma) injection and assessment of VLDL secretion as previously described (14).

### Gene expression analysis

For qRT-PCR, mouse liver tissue was subject to RNA extraction, cDNA synthesis, and qRT-PCR as previously described (14). qRT-PCR primers are described in Supplemental Materials. For RNA sequencing, RNA from frozen liver tissue was homogenized and purified using the RNeasy Mini Kit (Qiagen). Stranded poly-A library preparation (Illumina) and paired-end sequencing on NovaSeq X Plus were performed by UCLA Technology Center for Genomics & Bioinformatics. Fastq files were uploaded to the Galaxy web platform, and the public server at usegalaxy.org was used to analyze the data (15). Reads were trimmed using Trimmomatic (16), assessed for quality using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and aligned to GRCm38/mm10 using RNA STAR (17). Aligned reads were counted using FeatureCounts (18). EdgeR (19) was used for differential expression analysis. For GSEA, GSEA 4.3.3 (20) was downloaded and used locally. Genes were ranked using sign x -log_10_ (*P*-value). For Enrichr, top upregulated genes with *P*-value < 0.05 (39 genes) were used as input in Enrichr (21). GSE118789 was used to assess fasting and fed mouse liver gene expression (22). GSE8396 and GSE154275 were used to assess PPARα agonist-treated and *Ppara* KO liver gene expression (23, 24). These datasets were analyzed on the usegalaxy.org server as above.

### Chromatin immunoprecipitation-qPCR

Chromatin was prepared from frozen liver tissue samples from wild-type and homozygous mutant mice (85–90 mg of frozen liver). Tissue samples were minced with a razor blade on dry ice and then crosslinked in 1% formaldehyde in PBS for 10 min with rotation at room temperature. Glycine (125 mM) was added to stop crosslinking with rotation for 5 min. Subsequently, the samples were washed in ice-cold PBS supplemented with protease inhibitor cocktail (Active Motif). The samples were then lysed in 1 ml of ChIP cell lysis buffer (10 mM Tris-HCl, pH 8.0, 10 mM NaCl, 3mM MgCl_2_, 0.5% NP-40) supplemented with protease inhibitor and homogenized with a Dounce homogenizer. Released nuclei were precipitated by centrifugation and lysed in 700uL of ice-cold ChIP nuclear lysis buffer supplemented with protease inhibitor (1% SDS, 5mM EDTA, 50 mM Tris-HCl, pH 8.1). Chromatin was in a Covaris LE220 E220 Focused Ultrasonicator (Covaris) with 12 cycles (30 s on/30 s off). Chromatin immunoprecipitation was performed as described before (25). 10–25 μg of chromatin was immunoprecipitated with 2–4 μg of PPARα antibody (Santa Cruz Biotechnology, SC398394X). Promoter and enhancer regions for qPCR were selected based on previously reported genomic regions with PPARα binding by ChIP (26, 27). Primer sequences for target and control regions are presented in Supplemental Table S1. Negative genomic region (promoter of *Rpl35*) displaying no previously reported PPARα binding was used to normalize across all samples in the qPCR calculations, and the data is expressed as fold-change over input.

### Measurement of lipase activity

Adult female mice were fed Western diet for 4 weeks prior to 16-h fast. Heart and liver tissues were harvested and processed as previously described (28). Briefly, tissues were homogenized in assay buffer (25 mM NH_4_Cl, 5 mM EDTA, 0.01% SDS, 45 U/ml heparin, 0.05% zwittergent detergent (3-(N,N-Dimethylmyristylammonio)-propanesulfonate), and Halt Protease Inhibitor cocktail (Thermo Fisher)) and incubated for 30 min on ice. Homogenates were centrifuged at 12,000×g for 10 min at 4°C, and the supernatants were isolated and re-centrifuged under the same settings. BCA assay (Pierce, Thermo Fisher) was used to assess protein concentration. Samples were analyzed using Lipoprotein Lipase (LPL) activity commercial kit (Cell Biolabs, Inc., #STA-610) using manufacturer’s instructions. Sample dilution curve was used to account for background signal and linear quantitation.

### ^3^H-labeled chylomicron tissue uptake

Wild-type mice were fasted for 16 h (4pm-8am) and then gavaged with 150μCi of [9,10-^3^H(N)]-Triolein (American Radiolabeled Chemicals, Inc.) suspended in olive oil. After 2 h, mice were sacrificed, and blood was collected by cardiac puncture for plasma isolation in EDTA tubes. Blood was centrifuged at 2,000×g for 10 min at 4°C to pellet blood cells. Plasma was combined, placed in ultracentrifuge tubes, and overlaid with PBS. Plasma was subject to centrifugation at 100,000×g for 30 min at 12°C using SW55Ti rotor (Beckman Coulter). Chylomicron layer on top was removed and resuspended in PBS for immediate use and confirmation of ^3^H counts by scintillation counts. ^3^H-labeled chylomicrons were administered by tail vein injection into male mice fed a Western diet for 4 weeks prior to a 16-h fast. Retro-orbital eye bleeds were performed to assess the clearance of chylomicrons from circulation. At 15 min, mice were sacrificed, perfused with cold PBS, and then subjected to harvesting of tissues. Tissues were dissolved in 1N NaOH overnight prior to the addition of Ultima Gold Liquid Scintillation Cocktail (Revvity) and assessed for ^3^H counts.

## Results

Analysis of the mouse *Ppara* genetic locus revealed that valine 227 is conserved between humans and mice. To study the physiologic impact of the V227A variant, we utilized CRISPR/Cas9-mediated base editing to generate a mouse encoding a V227A germline substitution. Survey of the neighboring nucleotide sequences revealed a suitable high-fidelity adenine base editor with a compatible PAM sequence (NB-ABEmax) and guide RNA protospacer sequence with an activity window appropriately positioned to induce the desired point mutation encoding alanine at position 227 (Fig. 1A). Base editing was designed to be performed on the antisense strand with the A-to-G base edit corresponding to a T-to-C change on the sense strand, which is identical to the rs1800234 single-nucleotide polymorphism found in humans. Transfection of mouse hepatoma cell line Hepa1-6 with plasmids encoding guide RNA and base editor led to predominantly homozygote introduction of the V227A variant at the endogenous locus, validating the suitability of these tools to perform the intended base edit (Fig. 1B). In cells, the intended homozygous mutation was often accompanied by a bystander mutation within the activity window caused by the A-to-G adenine base editing activity. Bystander mutations are more frequent with high doses of base editing components and transfection of plasmid DNA transfection (29). The bystander effect was anticipated to be minimized when performing in vivo base editing of mouse zygotes.

**Fig. 1:**
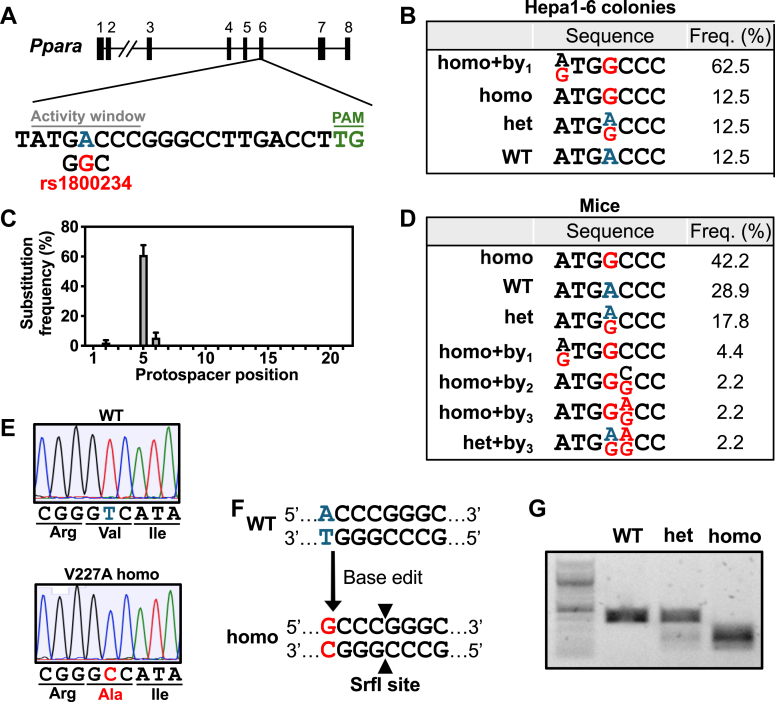
Generation of *Ppara* V227A mouse model. A: Schematic representation of the gRNA target site in the *Ppara* gene locus at exon 6. The protospacer sequence is shown with activity window nucleotides and PAM sequence indicated. Wild-type adenine being targeted is blue, and base-edited change corresponding to indicated human SNP is red. B: Clonal populations derived from Hepa1-6 cells transfected with base editing plasmids (n = 8) were sequenced with activity window mutations and frequency shown. C: Adult mice derived from mouse zygotes microinjected with base editing mRNAs (n = 45) were sequenced, and total substitution frequency along protospacer sequence was calculated. D: Activity window mutations and frequency from (C) is shown. E: Representative Sanger sequencing traces from V227A colony mice with indicated codons and corresponding amino acids. F: Genotyping strategy using *SrfI* restriction enzyme site generated following successful base editing. G: Representative agarose gel with indicated genotypes is shown.

Generation of the V227A mouse strain was performed by microinjection of zygotes with mRNAs encoding guide RNA and the base editor. Of the 45 zygotes implanted with base editing RNAs, 19 mice demonstrated a homozygous mutant genotype (Fig. 1C, D), consistent with previously described high editing efficiency in mouse zygotes (30). Less bystander editing occurred in mice (11%). No proximal off-target editing was seen within 200 base pairs of target nucleotide in all mice (data not shown). Prediction tools (31) to assess for distal off-target editing revealed no potential high-scoring exonic editing and only two low-scoring exonic regions that possessed 3 mismatches. PCR amplification followed by Sanger sequencing of these two exonic regions encoding *Sptbn2* and *Rbm27* did not show any mutations (data not shown). The mouse colony was maintained via heterozygous crosses and yielded expected Mendelian ratios. Sanger sequencing confirmed the presence of the A-to-G mutation that yielded the V227A variant (Fig. 1E). Genotyping of progeny from the mouse colony was subsequently performed based on the mutant allele generating a restriction enzyme *SrfI* cleavage site (Fig. 1F, G).

To explore the impact of this variant on physiology, cohorts of mutant mice were generated under regular chow diet and high-fat Western diet feeding. Wild-type mice were compared to homozygous mutant V227A mice for all studies. We first examined plasma neutral lipid levels because human studies most consistently associate V227A with plasma lipid alterations. Under multiple conditions, mice with the V227A variant exhibited decreased plasma triglycerides following a 6-h fast (Fig. 2A–D), consistent with human observations. Plasma triglycerides were reduced in male mice fed a regular chow diet, and even more prominently reduced in male and female mice fed a high-fat Western diet. Despite females exhibiting decreased plasma triglycerides when fed a Western diet, there was no detectable difference in females fed regular chow, which may be due to lower absolute levels of fasting plasma triglycerides in females and the more modest impact of V227A on chow. There was no difference in plasma non-esterified fatty acids or cholesterol levels regardless of diet type (Fig. 2E, F). While human V227A has been associated with lower serum total cholesterol levels in humans, our mouse model is not well suited for analysis of cholesterol metabolism due to species-specific plasma lipoprotein profiles (the high-density lipoprotein predominance in mice vs. the low-density lipoprotein predominance in humans).

**Fig. 2:**
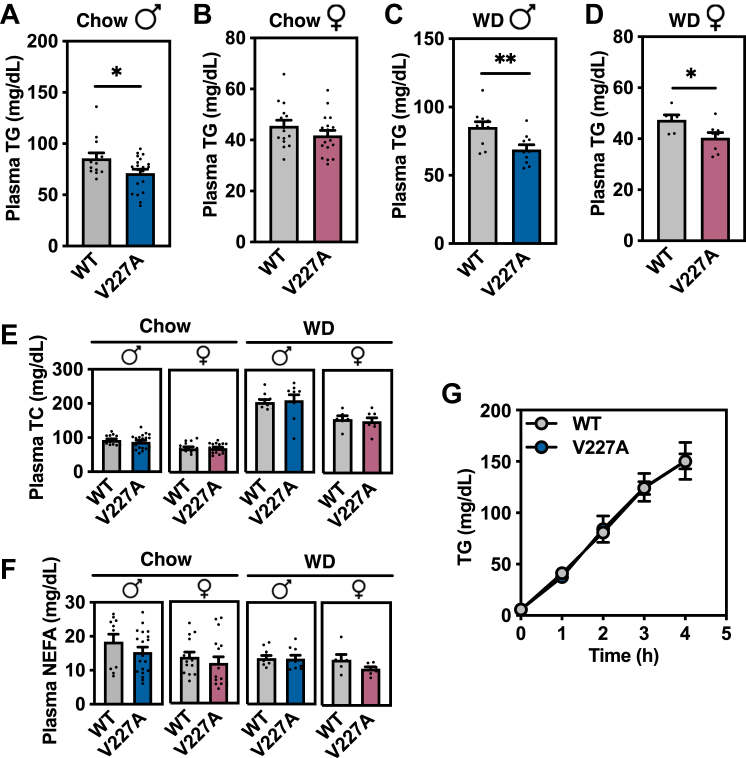
V227A decreases plasma triglycerides. A–D: Plasma triglyceride levels following a 6-h fast were quantified from chow-fed male (n = 13–16 per group) (A), chow-fed female (n = 15–16 per group) (B), Western diet-fed male (n = 10–11 per group) (C), and Western diet-fed female mice (n = 6–8 per group) (D). E: Plasma total cholesterol levels were quantified from mice in (A–D). F: Plasma total non-esterified fatty acid levels were quantified from mice in (A–D). G: 16-h fasted male mice were injected with poloxamer-407 (1 g/kg) followed by blood collection and plasma triglyceride quantitation at indicated times. n = 5 per group. ∗ = *P* < 0.05, ∗∗ = *P* < 0.01 as assessed by two-sided Student’s *t* test. Error bars are SEM.

Because fasting plasma triglycerides are carried predominantly by VLDL particles, we investigated the impact of the V227A variant on VLDL metabolism. Triglycerides are packaged into VLDL particles in hepatocytes and secreted into circulation, while triglycerides from circulating VLDL particles are hydrolyzed inside tissue capillaries. Activation of PPARɑ using synthetic agonists strongly reduces VLDL secretion in mice (5), raising the possibility that V227A could impact VLDL secretion. However, variant mice displayed no detectable difference in liver-derived VLDL triglyceride secretion compared to controls under chow-fed conditions (Fig. 2G). These results suggest liver triglyceride secretion is likely not the major contributor to decreased plasma triglycerides in V227A mice.

We next evaluated mice for liver neutral lipid accumulation and the body weight gain, given the reported human V227A association with MASLD and obesity, respectively. Chow-fed male and female variant mice demonstrated no difference in body weight, liver weight, liver-to-body weight ratio, or liver lipids when compared to control mice (Fig. 3A, B). Similarly, variant mice challenged with a high-fat Western diet displayed no differences in body weight, liver weight, or liver lipids compared to that of control (Fig. 3A, C). Despite the importance of PPARɑ in liver lipid homeostasis, these findings suggest that V227A does not impact liver lipid storage in a physiologically meaningful way. Our model does not support a causal role for the V227A variant in the development of obesity or steatotic liver disease.

**Fig. 3:**
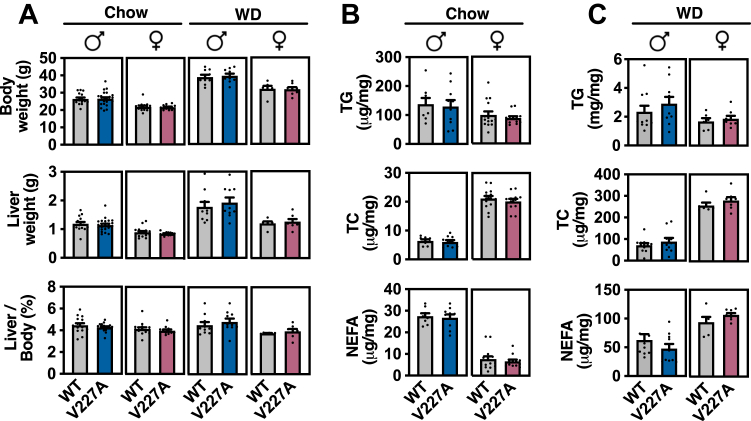
V227A does not alter body mass or liver lipid accumulation. A: Chow-fed male (n = 13–16 per group), chow-fed female (n = 15–16 per group), Western diet-fed male (n = 10–11 per group) and Western diet-fed female mice (n = 6–8 per group) were assessed for body weight, liver weight, and liver-to-body weight ratio following a 6-h fast. B and C: Liver triglycerides, liver total cholesterol and non-esterified fatty acids were quantified from liver tissue harvested from chow-fed mice (B) and Western diet-fed mice (C) indicated in (A). Error bars are SEM.

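RNA was sequenced from the livers of 4 wild-type and 4 V227A adult male mice fasted for 6 h, as paired-end reads of stranded poly-A libraries. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with RNA STAR, counted them on genes with featureCounts and compared the genotypes with edgeR. The values used here come from the authors' deposited table of that comparison, which lists 27179 genes. For each gene it holds the log2 fold change of V227A over wild-type, the average log2 CPM (read counts scaled to library size) over the libraries, an F statistic, a p-value and an adjusted p-value. Values per library were not analysed here. A mean, a standard deviation or another fit within each genotype can therefore not be given, and leaving out single mice was not possible.

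In the authors' deposited table, 8242 genes sit at the lowest average log2 CPM, -3.78, with a fold change of 0, which is the value of a gene without reads. The other 18937 genes were taken as the genes tested. With the prior count of 2 that the authors' tool edgeR adds by default, this floor corresponds to a mean effective library size of 27474001 reads. The size of each single library is unknown. The total reads of a gene over the 8 libraries could be estimated from its average log2 CPM in the same way. Of the 2378 genes with estimated totals of 1 to 5 reads, 99.9% lay within 0.1 of a whole number. The median gene had an estimated 100.1 reads per library.

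The standard error of a log2 fold change was taken as its size divided by the square root of F. The degrees of freedom behind each p-value were recovered from F and p, and were 15.96 for 13229 of the 17166 genes where this could be done. The 95% intervals use the t distribution with those degrees of freedom and are approximate. They cover the spread between mice as the authors' model estimated it over all genes, not the spread of one gene alone. The adjusted p-values of the authors' deposited table cover all 27179 genes, those without reads included. The smallest of them was 0.0727 in the authors' edgeR test with Benjamini-Hochberg adjustment. When the same p-values were adjusted over the 18937 genes with reads, the smallest became 0.0506.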

To assess how V227A variant alters *Ppara* molecular activity, we performed RNA sequencing of mutant liver tissue from mice subject to a 6-h fast. Unbiased gene set enrichment analysis (GSEA) identified PPARɑ signaling as the top ranked gene set using Wikipathways gene sets (Fig. 4A, B, Supplemental Fig. S1A). 

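WikiPathways gene sets were not used here. In their place, 4 gene families named after sets of Fig. 4A were tested with gene lists written by hand, so the families are not the same sets. Genes were ranked by the sign of the log2 fold change times -log10 p, as in the methods, over the 18238 genes of the authors' deposited table that have reads and a symbol. The PPAR target genes were all genes of Supplemental Table S2 outside its inflammation set, 186 of them with reads. Their normalized enrichment score was 2.11, with an adjusted p of 2.85e-09 in fgsea's preranked test with Benjamini-Hochberg adjustment over the 4 families. By fold change, 119 of these genes were higher in V227A and 67 were lower, so the enrichment rests on part of the list. Complement genes had a score of -1.87 (adjusted p = 0.00152 in the same fgsea test), with 18 of 20 genes lower. Cytoplasmic ribosomal protein genes had a score of -2.02 (adjusted p = 6.24e-06 in fgsea's test), with 78 of 87 genes lower. After the trend of the ranking on transcript length, GC content and level was removed, the ribosomal score was -0.92. Its adjusted p in fgsea's test was then 0.628, the highest of a range that began at 2.08e-11 over the alternatives. For the PPAR target genes the score ran from 1.24 to 3.23 over fgsea's alternatives, the highest with a weight of 0. The lowest came from ranking by log2 fold change, with an adjusted p in fgsea's test of 0.0637, against 1.81e-10 at the other end of the range over the alternatives.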

GSEA using top up-regulated genes in Enrichr demonstrated similar enrichment for PPARɑ signaling and lipid and lipoprotein metabolism (Supplemental Fig. S1B, C). 

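The Enrichr libraries were not used here. The overlap was instead counted with the genes of Supplemental Table S2 outside its inflammation set. Of the 231 named genes with a higher level in V227A and p under 0.05 in the authors' deposited table, 9 were among those target genes. At random, 2.36 would be shared among the 18238 named genes with reads. The odds ratio was 4.08 (two-sided Fisher's exact test, p = 6.24e-04), and the 9 genes were *Cd36*, *Ehhadh*, *Elovl5*, *Fads2*, *Lpl*, *Me1*, *Plin5*, *Scd1* and *Slc27a1*. Of the 275 named genes with a lower level, 3 were target genes, against 2.80 at random (two-sided Fisher's exact test, p = 0.760). With the stricter limit of p under 0.01, 3 of 39 higher genes were target genes and the odds ratio was 8.20 (two-sided Fisher's exact test, p = 0.00728). Among genes with a mean log2 CPM of at least 0, the odds ratio at p under 0.05 was 4.18. Fisher's test treats genes as independent, which genes regulated together are not.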

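*Vnn1*, which encodes the pantetheinase vanin-1, lies on chromosome 10 of GRCm38 from 23894688 to 23905344. In the authors' deposited table its log2 fold change was 1.25 with an unadjusted p of 4.06e-05. The approximate 95% interval of that fold change was 0.79 to 1.71, from an estimated 1326 reads per library. After adjustment the p-value of *Vnn1* in the authors' deposited table was 0.276 (the authors' edgeR test with Benjamini-Hochberg adjustment). *Rian*, a non-coding RNA of the imprinted Dlk1-Dio3 region, lies on chromosome 12 from 109603945 to 109661716. The authors' deposited table gives it a log2 fold change of -2.22, with an unadjusted p of 2.67e-06, the smallest of all genes. Its approximate 95% interval was -2.89 to -1.56, from an estimated 34.9 reads per library. *Meg3*, the neighbouring non-coding RNA (109540996 to 109571729), had a log2 fold change of -1.55 in the authors' deposited table with an unadjusted p of 4.04e-04.

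When the authors' p-values were adjusted over the 11711 genes with a mean log2 CPM of at least 0, the adjusted p of *Rian* was 0.0313 (the authors' edgeR test with Benjamini-Hochberg adjustment), the lowest of a range that reached 0.0727 over the settings tried. There *Rian* and *Slc35f2* passed 0.05, and neither did over all genes. Among genes with p under 0.05 and a log2 fold change above 1, the 5 with the smallest p in the authors' deposited table were *Slc35f2* (log2 fold change 2.24), *Serinc2* (1.04), *Vnn1*, *Slc16a13* (1.35) and *Caln1* (1.00). *Slc16a11*, which lies 374 base pairs from *Slc16a13* and is transcribed towards it, rose too (0.93 in the authors' deposited table). Whether the counting used the strand of the reads is not stated, so reads could be shared between the pair. Among genes with p under 0.05 and a log2 fold change below -1, the 5 with the smallest p in the authors' deposited table were *Rian*, *Meg3*, *Apol9a* (-1.21), *Fam81a* (-1.32) and *Ccdc152* (-2.03). *Ccdc152* had an estimated 8.27 reads per library.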

Analysis of top deregulated transcripts revealed increased *Vnn1* and decreased *Rian* expression (Fig. 4C), two genes that are similarly altered in PPARɑ agonist-treated mouse livers (24). 

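At the thresholds of Fig. 4C, p under 0.05 and a log2 fold change above 1 or below -1, the authors' deposited table holds 229 genes, 92 of them higher and 137 lower in V227A. Without the limit on fold change it holds 515 genes, 236 higher and 279 lower. If no gene differed and p-values were evenly spread, 947 of the 18937 genes with reads would have p under 0.05. The authors' deposited table has 0 genes with an adjusted p under 0.05 in edgeR's test with Benjamini-Hochberg adjustment, against the 515 at unadjusted p under 0.05. Most genes past the thresholds of Fig. 4C have few reads. By the estimates from average log2 CPM, 166 of the 229 had under 10 reads per library, and 44 of these had under 1 read. A fold change from so few reads has a wide error, and the value itself depends on the prior count of the model. Of the limits changed 1 at a time, the filter on low values left the fewest genes. Among genes with a mean log2 CPM of at least 0, the authors' deposited table has 36 genes past both limits, 19 higher and 17 lower.

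**Figure D2:**
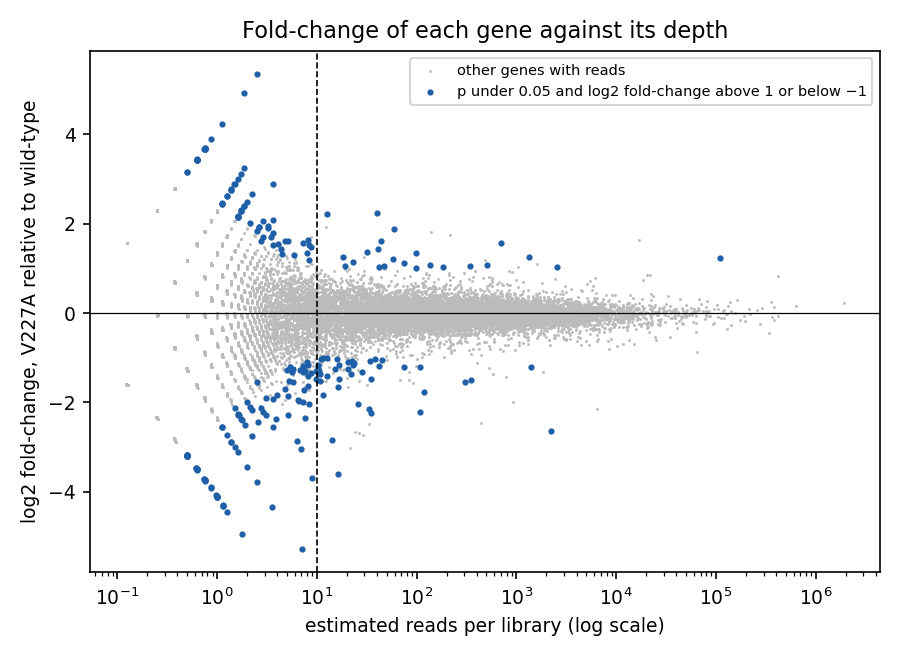
Log2 fold change of V227A over wild-type (vertical axis) against the estimated reads per library on a log scale (horizontal axis), 1 point per gene with reads, from the authors' deposited table. The dashed line marks 10 reads, and 166 of the 229 genes past the thresholds of Fig. 4C lie to its left.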

V227A modestly affected the global transcriptome with relatively few genes being differentially expressed (Fig. 4C), suggesting that the V227A variant mildly enhances expression of PPARɑ gene targets. In mice subject to a 6-h fast, differentially expressed genes in mutant mouse liver tissue correlated positively with genes shown to be altered in livers from mice treated with PPARɑ agonist fenofibrate (Fig. 4D) and negatively with genes altered in liver-specific *Ppara*-null mouse liver tissue with and without agonist Wy-14643 (Fig. 4E, F) (23). These correlations were also seen when compared to 16-h fasted mouse liver tissue following Wy-14643 and fenofibrate treatment (24) (Supplemental Fig. S2A, B) and *Ppara*-null mouse liver tissue with or without agonist treatment (Supplemental Fig. S2C, D). Canonical liver PPARɑ target genes (32) demonstrated consistent upregulation in mutant liver tissue, although to varying degrees (Fig. 4G). For example, *Cyp4a10, Ehhadh* and *Scd1* were upregulated, yet *Elovl6*, *Cpt1a*, and *Cpt2* were relatively unchanged. 

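Of the 21 genes of Fig. 4G, 20 have a log2 fold change above 0 in the authors' deposited table and 1, *Elovl6*, lies below it. The median log2 fold change of the list was 0.42. In the authors' deposited table 8 of the 21 genes have an unadjusted p under 0.05, and these are the 8 whose approximate 95% interval lies above 0. Adjusted over the list alone, 4 genes were under 0.05 with the Benjamini-Hochberg method on the authors' edgeR p-values: *Vnn1*, *Scd1*, *Lpl* and *Slc27a1*. Adjusted over all genes tested, 0 were. The paper calls these canonical target genes, citing a source, and its legend calls them select target genes, so the first of these counts depends on that selection. Requiring also a log2 fold change above 1 lowered the count from 8 to 2 genes, *Vnn1* and *Scd1*. *Pltp* is the third gene with a log2 fold change above 1 (1.10 in the authors' deposited table), but its interval ran from -0.08 to 2.28 and its unadjusted p was 0.0631. Others of the 8, with their log2 fold change and unadjusted p in the authors' deposited table, were *Cd36* (0.79, p = 0.0426), *Me1* (0.76, p = 0.0437) and *Slc27a1* (0.63, p = 0.00910). *Acot1*, *Acot2* and *Acot3* are similar neighbouring genes among which reads could be split, so their single values are uncertain.

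**Figure D3:**
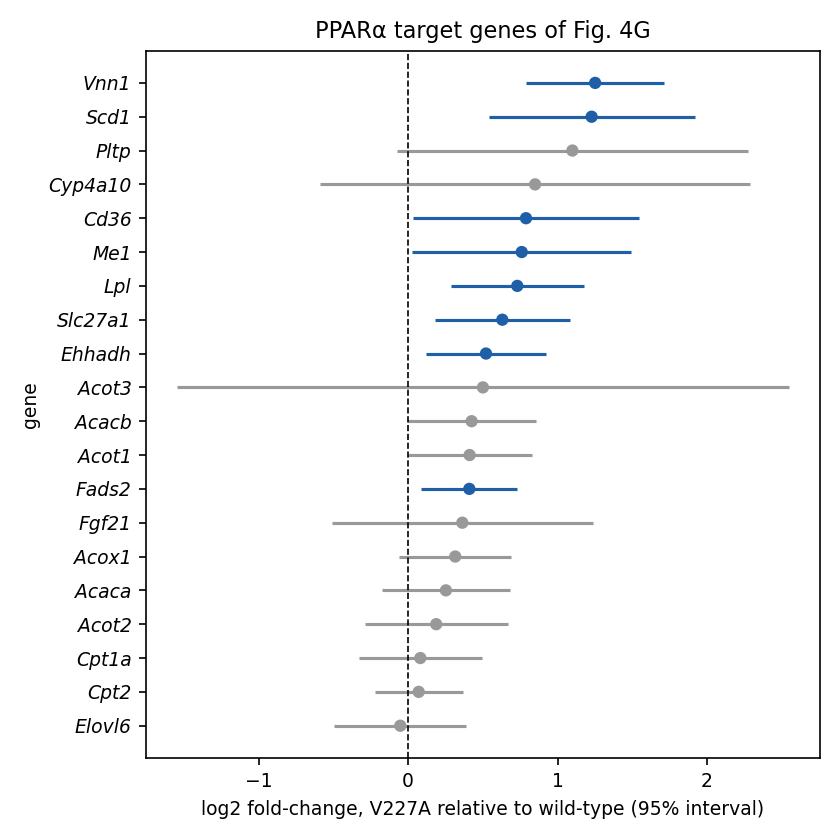
Log2 fold change of V227A over wild-type for 20 of the 21 genes of Fig. 4G, from the authors' deposited table, with approximate 95% intervals from its F statistics (horizontal axis, log2). Blue marks the 8 genes with an unadjusted p under 0.05, and the intervals of the other 12 shown include 0.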

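*Cyp4a10* (chromosome 4, 115518287 to 115533649 of GRCm38) had a log2 fold change of 0.85 in the authors' deposited table, but with an unadjusted p of 0.204. Its approximate 95% interval ran from -0.59 to 2.29, so a difference between the genotypes was not detectable. It belongs to a cluster of similar *Cyp4a* genes, among which the counting could have split reads. *Ehhadh* (chromosome 16, 21761285 to 21787834) had a log2 fold change of 0.52 in the authors' deposited table (unadjusted p = 0.0141, approximate 95% interval 0.12 to 0.92). For *Scd1* (chromosome 19, 44394450 to 44407709) the authors' deposited table gives 1.23 (unadjusted p = 0.00265), with an interval of 0.54 to 1.92 and an estimated 109822 reads per library. The log2 fold changes of the other named genes in the authors' deposited table were -0.05 for *Elovl6*, 0.08 for *Cpt1a* and 0.07 for *Cpt2*. Their approximate 95% intervals were -0.49 to 0.39, -0.33 to 0.49 and -0.22 to 0.36. The intervals of *Cpt1a* and *Ehhadh* overlap, and the difference between the genes was not tested.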

Under 16-h fasting conditions when PPARɑ is more prominently activated, some of these PPARɑ target genes remained upregulated (Fig. 4H) though to a lesser degree compared to the 6-h fast, suggesting that the modest enhancement of PPARɑ activity by V227A may be less apparent when PPARɑ is fully activated. While a previous study using HeLa cells showed that PPARA V227A overexpression inhibited *Hmgcs2* transcriptional activation (13), we found that *Hmgcs2* transcript levels were unchanged in V227A liver tissue (Fig. 4G). Together, these findings indicate that V227A is an activating variant that enhances expression of PPARɑ target genes during fasting.

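The level of *Ppara* itself (chromosome 15, 85734910 to 85806851 of GRCm38) had a log2 fold change of 0.20 in the authors' deposited table, with an unadjusted p of 0.230. Its approximate 95% interval was -0.14 to 0.54, from an estimated 9112 reads per library, so a difference in its level was not detectable. The 186 target genes of Supplemental Table S2 with reads had a median log2 fold change of 0.06. This median was small, but it lay above the median of each of 10000 random lists of genes matched on mean level, whose middle value was -0.02. The livers treated with PPARɑ agonists, the *Ppara*-null livers and the livers of mice fasted for longer were not analysed here. From the enrichment of PPARɑ signaling, the rise of canonical target genes, and the correlations with agonist-treated livers and, in the opposite direction, with *Ppara*-null livers, the paper reasons that the substitution activates the receptor. It concludes that V227A enhances the expression of PPARɑ target genes during fasting.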

**Fig. 4:**
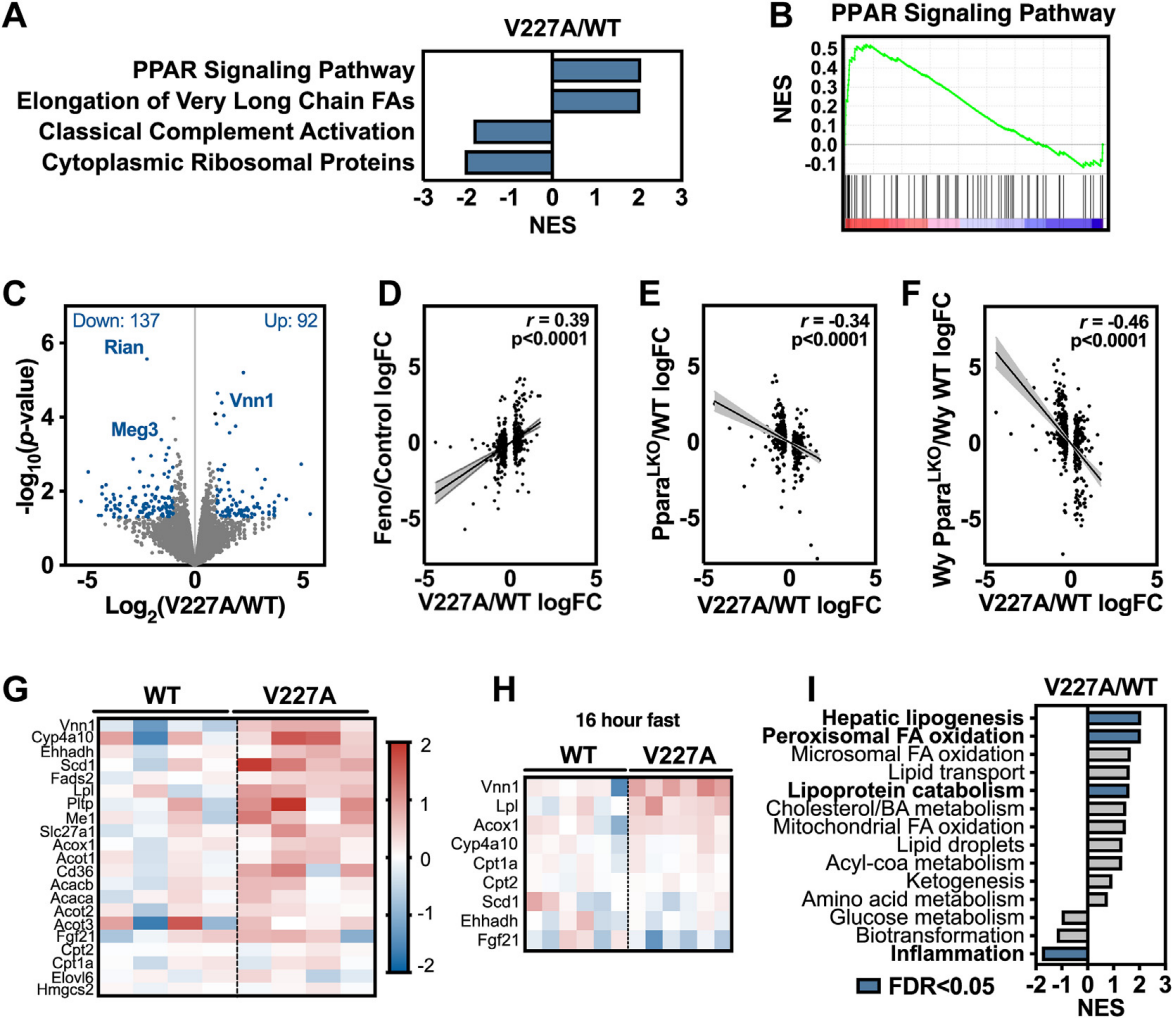
V227A enhances hepatic PPARɑ target gene expression. A: Gene set enrichment analysis with Wikipathways curated gene sets using differential transcript abundance between V227A liver tissue relative to wild-type. Liver tissue subjected to RNA sequencing was obtained from 6-h fasted adult male mice. Gene sets with FDR < 0.05 are shown. B: PPAR signaling pathway gene set enrichment from (A). C: Volcano plot of differentially expressed genes in V227A liver tissue relative to wild-type. Deregulated genes whose *P* < 0.05 and log2 fold-change either > 1 or < −1 are blue. Number of deregulated genes are shown in corners based on direction of change. D-F: Log2 fold-change of top 500 differentially expressed genes were compared between V227A relative to wild-type (x-axis) and indicated comparison (y-axis) using gene expression of 6-h fasted mouse liver tissues from GSE8396. Comparisons include (D) fenofibrate treatment relative to vehicle, (E) liver-specific *Ppara* knock out mice relative to wild-type mice, and (F) Wy-14643-treated liver-specific *Ppara* knock out mice relative to Wy-14643-treated wild-type mice. Linear regression (black line) with 95% CI (grey area) are shown. Pearson correlation coefficient and associated *P*-value are shown. G: Gene expression heat map by log2 fold-change of select PPARɑ target genes in 6-h fasted male wild-type and V227A mutant liver tissue as assessed by RNA sequencing (n = 4). H: Gene expression heat map of select PPARɑ target genes in 16-h fasted male wild-type and V227A mutant liver tissue as assessed by qRT-PCR (n = 6). I: Gene set enrichment analysis with manually curated PPARɑ target gene metabolic pathways using differential transcript abundance between V227A liver tissue relative to wild-type. Gene sets with FDR < 0.05 are labeled in blue with bold text. Genes used for gene sets are listed in Supplemental Materials.

Activated PPARɑ coordinates many related yet distinct metabolic pathways that together constitute a physiologic response to fasting. 

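The family named after very long chain fatty acid elongation held 20 genes, 11 of them higher and 9 lower in V227A. Its normalized enrichment score was 2.08, with an adjusted p of 3.19e-04 in fgsea's preranked test with Benjamini-Hochberg adjustment. The median log2 fold change of the family was 0.07. The score came from 6 leading genes, *Scd1*, *Elovl5*, *Fads2*, *Elovl4*, *Fads1* and *Acaca*. All of them except *Elovl4* are also leading genes of the hepatic lipogenesis set of Supplemental Table S2. The score is therefore not separate evidence from that set. *Elovl5* had a log2 fold change of 0.61 in the authors' deposited table (unadjusted p = 0.0104, approximate 95% interval 0.17 to 1.05). *Fads2* had 0.41 in the authors' deposited table (unadjusted p = 0.0156, approximate 95% interval 0.09 to 0.73). *Elovl4* had an estimated 0.251 reads per library, too few for a fold change. Ranked by log2 fold change instead, the family had a score of 1.47 and was no longer under 0.05 after adjustment.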

A closer look at the most enriched gene sets from unbiased GSEA revealed enrichment of pathways involved in the synthesis as well as the catabolism of fatty acids (Fig. 4A, Supplemental Fig. S1A). While PPARɑ is well-characterized for its activation of fatty acid oxidation pathways, fatty acid synthesis is believed to be activated as a means to neutralize any excess of incoming adipose tissue-derived fatty acids during fasting (32). To characterize which PPARɑ-driven metabolic pathways are predominantly induced by V227A, we curated metabolic pathway gene sets for use in GSEA based on known PPARɑ target gene cellular activity (32) (Supplemental Table S2). 

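The 14 gene sets of Supplemental Table S2 were tested as a family of their own, with the ranking of the methods. Hepatic lipogenesis, with 23 genes, had a normalized enrichment score of 2.02 and an adjusted p of 0.00154 in fgsea's preranked test with Benjamini-Hochberg adjustment over the 14 sets. In V227A 17 of its genes were higher and 6 were lower, with a median log2 fold change of 0.11. Its 3 leading genes with the smallest p were *Scd1*, *Elovl5* and *Fads2*, of 12 leading genes. Without *Scd1*, an alternative chosen after seeing the data, the score was 1.90 (adjusted p = 0.0115 in fgsea's test). Peroxisomal fatty acid oxidation, with 17 genes, had a score of 2.07 and the same adjusted p in fgsea's test. There 16 genes were higher and 1 was lower, with a median log2 fold change of 0.18. Its 3 leading genes with the smallest p were *Ehhadh*, *Acaa1b* and *Decr2*, of 9 leading genes. *Acaa1b* had a log2 fold change of 0.39 in the authors' deposited table with an unadjusted p of 0.0659. *Decr2* had 0.27 in the authors' deposited table with an unadjusted p of 0.0737. Of the 16 peroxisomal genes with a mean log2 CPM of at least 0, 1 had an unadjusted p under 0.05 in the authors' deposited table. Gene permutation treats genes as independent, so genes regulated together make its p-values too small. The alternative that moved both sets most was ranking by log2 fold change, with scores of 1.38 for lipogenesis and 1.59 for peroxisomal oxidation. The adjusted p in fgsea's test was then 0.506 for lipogenesis, where the range over all alternatives was 2.92e-04 to 0.506. For peroxisomal oxidation it was 0.276 in fgsea's test, where the range was 4.25e-04 to 0.276.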

GSEA confirmed that the V227A variant enhances expression of genes involved in hepatic lipogenesis and peroxisomal fatty acid oxidation (Fig. 4I). Activation of fatty acid synthesis and oxidation concurrently may lead to potential futile cycling of fatty acids, rendering any cumulative impact on liver lipid levels potentially inconsequential (Fig. 3B, C). Lipoprotein catabolism genes were also enriched, and inflammation genes were downregulated consistent with known PPARɑ repression of pro-inflammatory genes. 

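The lipoprotein catabolism set held 13 genes and had a normalized enrichment score of 1.599, with an adjusted p of 0.0774 in fgsea's preranked test with Benjamini-Hochberg adjustment over the 14 sets. In V227A 5 of its genes were higher and 8 were lower, with a median log2 fold change of -0.02. Under no alternative was its adjusted p in fgsea's or camera's test under 0.05, with a range of 0.0758 to 0.805. Before adjustment its p was 0.0332 in fgsea's test. The GSEA program whose FDR the paper used was not run here, so the thresholds are not the same. The inflammation set held 33 genes and had a score of -1.77 (adjusted p = 0.0224 in fgsea's test). Of these, 24 genes were lower and 9 were higher, and the median log2 fold change was -0.20. The 3 leading genes with the smallest p in the authors' deposited table were *Orm2* (log2 fold change -0.69, p = 0.0281), *Saa2* (-2.63, p = 0.0477) and *Nfkbia* (-0.47, p = 0.0515). *Saa2* has a close copy, *Saa1*, with which reads could be shared. Over the alternatives the adjusted p of the inflammation set ranged from 0.00373 to 0.673 in fgsea's and camera's tests, and it was over 0.05 with ranking by log2 fold change and with genes without reads included. The set holds 5 genes induced by interferon. In a split chosen after seeing the data, these had a score of -1.74 (adjusted p = 0.00117 in fgsea's test) and the other 28 genes a score of -1.53 (adjusted p = 0.0300 in fgsea's test). Over the alternatives the adjusted p ranged from 0.00104 to 0.310 for the interferon genes and from 0.0158 to 0.310 for the others in fgsea's and camera's tests. Ranking by log2 fold change gave 0.310 in fgsea's test for both parts. After the correction for length, GC content and level, the adjusted p of the other genes was 0.0722 in fgsea's test, within that range. *Cd68* and *Adgre1* in the set are macrophage genes, and 10 of 10 markers of Kupffer cells and macrophages were lower in V227A by fold change.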

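Of the 14 sets, 4 had an adjusted p under 0.05 in fgsea's preranked test with Benjamini-Hochberg adjustment. Besides lipogenesis, peroxisomal oxidation and inflammation, the set was microsomal fatty acid oxidation, with a normalized enrichment score of 1.70 (adjusted p = 0.0445 in fgsea's test). It has 7 genes with reads, 6 of them higher in V227A, and its median log2 fold change was 0.31. Its 3 leading genes with the smallest p in the authors' deposited table were *Aldh3a2* (log2 fold change 0.31, p = 0.0909), *Cyp4a14* (1.63, p = 0.127) and *Cyp4a10*, none of which passed 0.05 alone. The adjusted p of this set ranged from 0.0192 to 0.506 over the alternatives of fgsea's and camera's tests. Lipid transport followed with a score of 1.63 (adjusted p = 0.0730 in fgsea's test). Cholesterol and bile acid metabolism (1.48), lipid droplets (1.38), mitochondrial fatty acid oxidation (1.30), acyl-CoA metabolism (1.30), ketogenesis (0.95) and amino acid metabolism (0.78) had positive scores. Biotransformation (-1.27) and glucose transport and metabolism (-0.99) had negative scores. The adjusted p-values of these 8 sets in fgsea's test lay between 0.134 and 0.798. How many sets pass depends on the setting, from 0 of 14 when genes were ranked by log2 fold change to 7 of 14 after correction for transcript length, GC content and level. That correction was chosen after seeing the data. With limma's camera test at a preset correlation of 0.01, 6 sets passed, among them lipid droplets (adjusted p = 0.0192, range over the alternatives 0.00527 to 0.758) and mitochondrial oxidation (adjusted p = 0.0450, range 0.00825 to 0.758). An estimated correlation or limma's fry test needs values per library, so which of these calls hold under them could not be tested. A set that passed and a set that did not are not thereby shown to differ, and that difference was not tested.

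**Figure D4:**
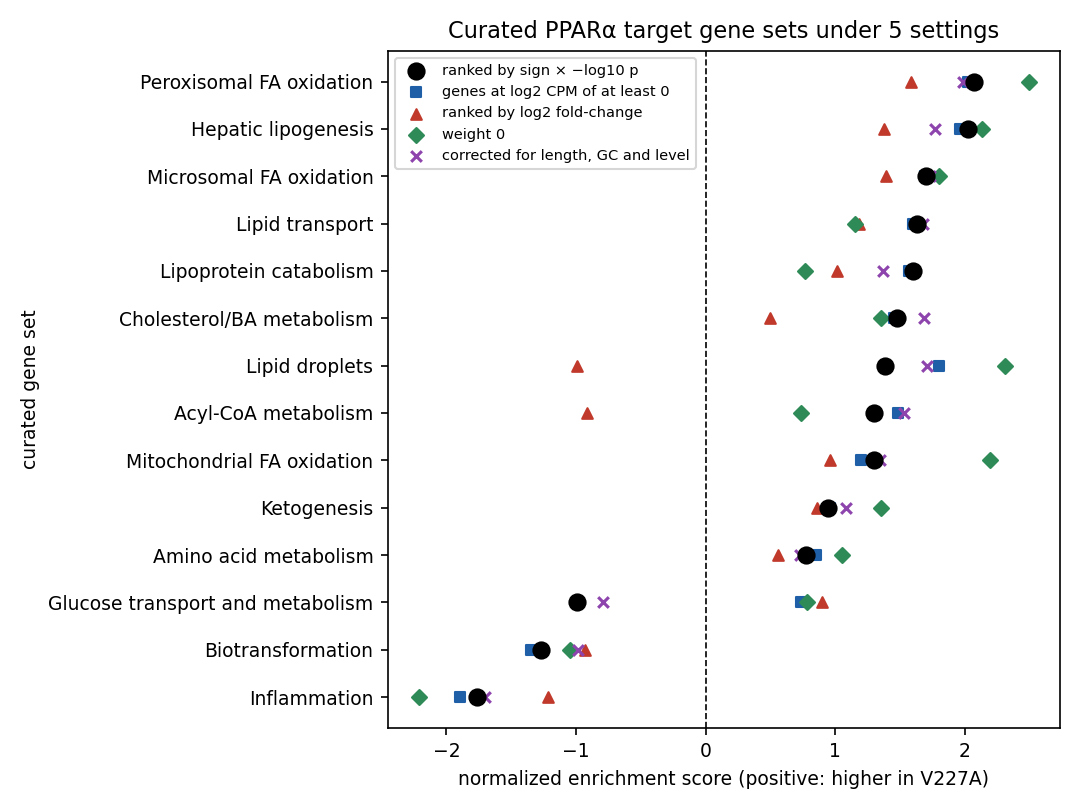
Normalized enrichment scores of the 14 gene sets of Supplemental Table S2 under 5 settings of the preranked test (horizontal axis, positive for higher in V227A), with 1 symbol per setting. Lipogenesis and peroxisomal oxidation are positive under all 5 settings shown, while lipid droplets, acyl-CoA metabolism, and glucose transport and metabolism change sign between them.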

While fasting activates primarily fatty acid oxidation and catabolic pathways, and synthetic agonists robustly activate nearly all PPARɑ target gene pathways (Supplemental Fig. S1D), the V227A variant appears to exhibit more selective pathway activation. Considering human metabolic associations, enhanced transcription of lipoprotein catabolism genes would be consistent with a causal role of the V227A variant in the regulation of human plasma lipid levels.

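*Lpl* lies on chromosome 8 of GRCm38 from 68880555 to 68906932. Its log2 fold change in the authors' deposited table was 0.73, with an unadjusted p of 0.00329. The standard error from its F statistic was 0.210 and the approximate 95% interval 0.28 to 1.18, from an estimated 984 reads per library. Ranked by p-value over the 18937 genes with reads it came 37th, within the top 0.195%. The choice of genes moved this rank to 18 of 8502 among genes higher in V227A and to 29 of 11711 among genes with a mean log2 CPM of at least 0. The adjusted p of *Lpl* in the authors' deposited table was 1.00 (the authors' edgeR test with Benjamini-Hochberg adjustment over all genes), and 0.0231 when the same p-values were adjusted over the 21 genes of Fig. 4G alone. The F statistic of *Lpl* in the authors' deposited table was 12.1. Values per mouse were not analysed here.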

Review of differentially expressed *Ppara* target genes in V227A livers revealed lipoprotein lipase (*Lpl*), the primary enzyme responsible for clearance of plasma triglyceride, to be strongly and consistently upregulated as the 37th most significant gene out of 18,937 genes, and in the top 0.2% of differentially expressed genes (Fig. 4G, H). *Lpl* upregulation was also the main contributor to the lipoprotein catabolism pathway enrichment by GSEA (Figs. 5A and 4I). 

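The leading genes of the lipoprotein catabolism set were *Lpl*, *Pltp* and *Lrp4*, 3 of its 13 genes. In the ranking of 18238 named genes, *Lpl* stood at position 18, *Pltp* at 306 and *Lrp4* at 1024. *Lrp4* had a log2 fold change of 0.33 in the authors' deposited table, with an unadjusted p of 0.168 and an approximate 95% interval of -0.16 to 0.82. With *Lpl* taken out of the set, the normalized enrichment score was 1.06 and the adjusted p in fgsea's preranked test was 0.484.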

The *Lpl* transcript was consistently increased in mutant mouse livers in mice subject to a 6-h fast under all tested conditions regardless of sex or diet as assessed by quantitative RT-PCR (Fig. 5B). *Lpl* is a known *Ppara* gene target (33) and responds to *Ppara*-dependent activation in the liver following prolonged 16-h fasting and pharmacologic PPARɑ agonist treatment in mice (Fig. 5C, D). Multiple human studies suggest *Lpl* is an important target of PPARɑ that decreases fasting triglycerides under agonist treatment (5, 34, 35, 36). Interestingly, V227A did not alter Ppara binding to *Lpl* promoter or upstream enhancer regions as assessed by chromatin-immunoprecipitation (Fig. 5E). While liver-derived *Lpl* has been shown to contribute to the hydrolysis of plasma triglyceride levels in mice (37), *Lpl* transcript and activity are low in adult rodent liver tissue (38, 39, 40, 41). Whether liver lipase activity substantially contributes to the physiologic regulation of plasma triglyceride levels is a topic of debate.

**Fig. 5:**
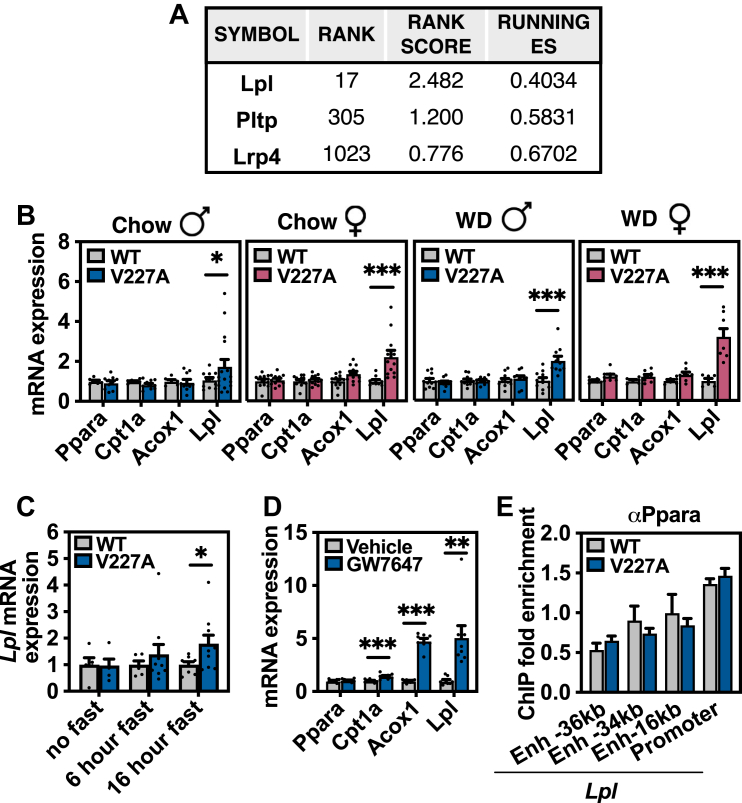
V227A increases *Lpl* transcript abundance in liver. A: Genes that account for GSEA enrichment of lipoprotein catabolism gene set used in Fig. 4I. B: qRT-PCR of PPARɑ target genes using liver tissue from 6-h fasted chow-fed male (n = 11–15 per group), chow-fed female (n = 12 per group), Western diet-fed male (n = 10–11 per group), and Western diet-fed female mice (n = 6–8 per group). C: *Lpl* transcript abundance in liver tissue from male mice with indicated fasting duration as assessed by qRT-PCR (n = 4–9 per group). D: Gene expression in liver tissue from 6-h fasted male mice gavaged with PPARɑ agonist GW7647 (10 mg/kg) as assessed by qRT-PCR (n = 8). E: Ppara binding to *Lpl* enhancer (Enh) and promoter genomic regions in 6-h fasted V227A liver tissue (n = 5) as assessed by ChIP-qPCR. Enrichment is normalized to *Rpl35* promoter region that does not exhibit known PPARɑ binding (27). ∗ = *P* < 0.05, ∗∗ = *P* < 0.01, ∗∗∗ = *P* < 0.001 as assessed by Student’s *t* test. Error bars are SEM.

Because V227A exists as a germline variant, we reasoned that other non-hepatic PPARɑ-regulated tissues may also exhibit elevated *Lpl* expression. PPARɑ is expressed predominantly in tissues with high fatty acid oxidation rates such as liver, heart, and brown adipose tissue. Heart and brown adipose tissue both exhibit high *Ppara* expression with abundant *Lpl* transcript, protein, and activity (42, 43) (Fig. 6A). In V227A mice, *Lpl* transcript levels were increased in heart and liver, but were unchanged in brown adipose tissue and kidney (Fig. 6B–D). *Ppara* is known to regulate Lpl activity in mouse cardiac tissue (44). The increase in cardiac *Lpl* transcript was readily detected in V227A variant mice fed a high-fat Western diet (Fig. 6E). Given the nearly 200-fold increase in *Lpl* transcript in the heart, the increase in heart-derived *Lpl* potentially contributes to systemic triglyceride hydrolysis. To test this hypothesis, liver and heart tissue lipoprotein lipase activity from 16-h fasted, Western diet-fed mice were assessed ex vivo. First, wild-type hearts exhibited four-fold higher Lpl activity compared to liver per mg tissue (Fig. 6F). V227A heart tissue demonstrated increased lipoprotein lipase activity compared to that of control, while liver tissue demonstrated no difference between genotypes (Fig. 6F). Finally, to assess lipoprotein lipase activity and triglyceride uptake in vivo, 16-h fasted V227A mice were inoculated with intravenous chylomicrons containing radiolabeled triglycerides. Radiolabeled triglycerides were cleared from circulation within 1 min (data not shown). When tissues were assessed for triglyceride uptake normalized to uptake by the kidney, which expresses low *Ppara* and *Lpl* and no detectable *Lpl* upregulation (Fig. 6A, D), heart tissues from variant mice demonstrated increased uptake, while liver tissue uptake was not different between genotypes (Fig. 6G). Altogether, these data suggest that the metabolically protective PPARɑ variant V227A decreases plasma triglycerides, at least in part, through an upregulation of cardiac *Lpl* transcript.

**Fig. 6:**
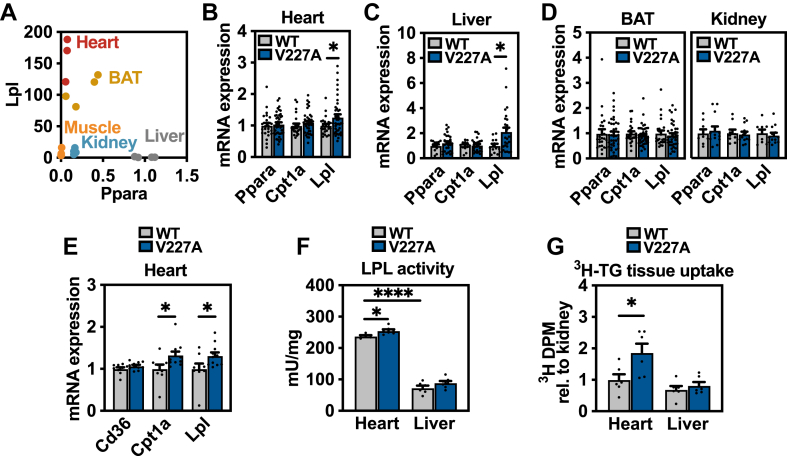
V227A increases cardiac *Lpl* transcript abundance and lipase activity. A: *Ppara* and *Lpl* mRNA expression from indicated tissues obtained from three wild-type mice as assessed by qRT-PCR. Expression is normalized to liver abundance. B: Heart (n = 25–40), (C) liver (n = 13–27), (D) brown adipose tissue (BAT) (n = 25–40) and kidney (n = 9–13) gene expression from 6-h fasted wild-type and V227A mice fed chow diet. E: Heart gene expression from 6-h fasted wild-type and V227A female mice fed Western diet for 4 weeks (n = 9–11). F: LPL activity as assessed using heart and liver tissue harvested from 16-h fasted female mice fed Western diet for 4 weeks (n = 6–7). G: ^3^H disintegrations per minute (DPM) from heart tissue and liver tissue harvested from 16-h fasted male mice 15 min after tail vein inoculation of ^3^H-trigylceride chylomicrons. CPM normalized to kidney CPM. (n = 6). ∗ = *P* < 0.05, ∗∗∗∗ = *P* < 0.0001 as assessed by two-sided Student’s *t* test. Error bars are SEM.

## Discussion

Previous human observations have demonstrated a strong association between PPARɑ variants and cardiometabolic phenotypes. Whether these associations are correlative or causal has been unclear. By utilizing base editing to generate a PPARɑ variant mouse model, we confirm the human association of the V227A variant with reduced plasma triglyceride levels. We found that V227A is an activating mutation in vivo that selectively enhances transcription of some, but not all, hepatic PPARɑ pathways. Prior studies in rodents using *Ppara* knock-out mice and synthetic agonist treatments have suggested that PPARɑ decreases plasma triglyceride levels via changes in both liver lipoprotein secretion and clearance (4, 5, 45). However, multiple human studies with FDA-approved fibrates support increased clearance through LPL activity as the primary mechanism (5, 34, 35, 36, 46, 47). Our data suggest that mild PPARɑ activation with V227A impacts VLDL catabolism but not secretion (Fig. 2G), which is consistent with these human findings. This mouse model could be used as a tool to characterize selective PPARɑ activation that cannot be captured using complete genetic ablation or synthetic agonism. Our data suggest that mildly increased *Lpl* expression and activity in the heart functionally contribute to the enhanced uptake of circulating triglycerides in V227A mice (Fig. 6F, G).

The V227A model highlights the importance of tissue-specific PPARɑ pathway functions. While V227A enhances liver PPARɑ transcriptional activity, we did not observe prominent effects on liver function. The modest hepatic transcriptional changes did not appear to translate to perturbed lipid metabolism in this tissue-specific context. Our work suggests that the heart may be a major site of increased *Lpl* transcription and activity in V227A mice. While fatty acids contribute to 70% of basal cardiac energy requirements, oxidation of triglyceride-derived fatty acids supplies greater than 90% of cardiac energy needs during the fasting state (48). The heart’s reliance on fatty acids during fasting, coupled with having among the highest *Lpl* expression on a per gram basis (42), may render greater susceptibility to changes in *Lpl* transcript levels. Our findings are supported by previous work that shows cardiac-specific knock-out of *Lpl* led to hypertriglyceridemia due to failed lipoprotein-derived triglyceride clearance (49).

Although we focused on *Lpl* gene expression in the heart, there may be additional cardiac genes that regulate *Lpl* post-translationally that contribute to reduced plasma triglycerides (50). Interestingly, previous work in the heart suggests PPARɑ does not induce *Lpl* gene expression, and instead regulates the transcription of inhibitors (*Angptl3, Angptl4, and Apoc3*), or inducers (*Apoc2*, *Apoa5*) to increase its enzymatic activity (32, 33). 

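The regulators of LPL *Angptl4*, *Apoc3*, *Apoc2* and *Apoa5* were well covered in the liver libraries, with between 5661 (*Apoc2*) and 45867 (*Apoa5*) estimated reads per library. The log2 fold changes in the authors' deposited table were -0.18 for *Angptl4* (p = 0.297) and -0.23 for *Apoc3* (p = 0.476), without adjustment. For the inducers the authors' deposited table gives -0.34 for *Apoc2* (p = 0.223) and 0.10 for *Apoa5* (p = 0.579), also without adjustment. Adjusted over the list alone with the Benjamini-Hochberg method, 0 of these 4 genes were under 0.05, and 0 had an unadjusted p under 0.05. Each approximate 95% interval includes 0. The widest were those of *Apoc3*, from -0.91 to 0.45, and *Apoc2*, from -0.92 to 0.24, so a fall of either within these limits was not detectable. The intervals were -0.54 to 0.18 for *Angptl4* and -0.28 to 0.49 for *Apoa5*.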

While we observed no differences in the gene expression of these regulators in V227A liver tissue (data not shown), transcriptomic characterization of Lpl regulatory genes in the heart could be informative. One study suggested PPARɑ reduces Lpl activity in the heart, though this work was performed in primary rat cardiomyocytes (51). This discrepancy is likely due to differences in vitro, as Lpl activity was observed to double in rat heart tissue following an overnight fast (50).

Other PPARɑ-regulated tissues may also impact plasma triglyceride metabolism. Interestingly, brown adipose *Lpl* transcript levels were not affected by V227A in our mice. These findings indicate that V227A contributes to tissue-specific regulation of PPARɑ activity. V227A did not impact PPARɑ occupancy at the *Lpl* promoter locus in the liver (Fig. 5E), suggesting that changes in DNA binding do not drive the phenotype. Since residue 227 is located within the hinge domain, the V227A variant could potentially alter transcriptional complex stability or dynamics at select target gene promoters. A substitution of valine to alanine alters the residue’s physical size and shape, potentially impacting co-factor binding. How this is mediated molecularly, and which cofactors, contribute will be determined in the future.

Important limitations of our model include species-specific metabolic differences in cholesterol metabolism and response to PPARɑ. Plasma cholesterol cannot be readily compared in our mouse model due to species-specific differences in lipoprotein HDL and LDL abundance. A V227A mouse model with a humanized lipoprotein profile would be better suited to characterize the impact of V227A on cholesterol differences seen in humans. In hepatocytes, PPARɑ synthetic agonist treatment induces massive peroxisome proliferation in rodents, but not humans (32, 52, 53, 54). Our experiments also varied in fasting times as most gene expression studies were performed following a 6-h fast while functional assays were performed following a 16-h fast. PPARɑ is most prominently activated following adipose tissue lipolysis induced by prolonged fasting (55). Because the described human V227A phenotypes were measured under standard clinical fasting practices intended to avoid chylomicron contribution to plasma lipid measurements, we performed our mouse experiments using a 6-h fast to model human collection procedure. V227A-dependent transcriptional changes were detected at both 6-h and 16-h fast (Figs. 4C–H, 5B, C, 6B, C, E). However, while V227A-dependent *Lpl* induction was seen at both fasting durations, V227A did not enhance expression of many other PPARɑ target genes at 16 h when it did so at 6 h. This potentially can be attributed to prominent PPARɑ activation from prolonged fasting may render a subtle transcriptional impact caused by a single amino acid substitution less detectable. Functional triglyceride hydrolysis assays (Fig. 6F, G) were performed following a 16-h fast to maximize PPARɑ-dependent physiological impact. Finally, while our mouse model did not show changes in obesity or hepatic steatosis, these phenotypes may require a different physiologic context with higher sucrose or fat. Future studies addressing these points will be informative.

Whether V227A-mediated plasma triglyceride reduction imparts any long-term cardiometabolic protection is not yet known, but there is clinical interest in promoting LPL activity for the prevention of cardiovascular disease (56, 57). Increased LPL activity via RNA interference of post-transcriptional regulators APOC3 or ANGPTL3 reduced plasma triglycerides in two recent human clinical trials (56, 57). Although it is unclear if a reduction in plasma triglycerides alone mediates cardiovascular protection, both of these trials demonstrated that enhancing LPL activity led to a reduction in remnant cholesterol levels, which are believed to contribute to cardiovascular risk (58). Cardiac-specific PPARɑ overexpression in mice have cardiomyopathy, impaired left ventricular function and insulin resistance, suggesting that excessive activation of the PPARɑ program is maladaptive (59, 60). These studies highlight the value in specific and measured activation of LPL. Should LPL-mediated reduction in plasma triglycerides remain a clinical target, V227A and its transcriptional impact on LPL may expand the opportunities for modes of LPL regulation. Interestingly, human V227A has been associated with reduced total cholesterol with the effect appearing to be driven by the non-HDL fraction (9, 10). Cardiac-specific LPL knock-out mice demonstrated reduced plasma VLDL-cholesterol ester clearance (61), suggesting plasma cholesterol levels may also be regulated by V227A in an LPL-dependent manner. Given the known impact of plasma cholesterol levels on cardiovascular disease, determining whether V227A reduces LDL or remnant cholesterol levels and whether LPL-mediated plasma cholesterol reduction yields any protection from atherosclerosis would be worth future investigation. These studies would help reveal a better understanding into PPARɑ transcriptional selectivity and potentially expand opportunities for clinical lipid control.

## Data availability

Sequencing data have been deposited to GEO under GSE288347. All remaining data are included in the current submission and in the Supplemental Materials.

## Supplemental data

This article contains supplemental data.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: PPARɑ variant V227A reduces plasma triglycerides through enhanced lipoprotein lipolysis
**Source:** J Lipid Res. 2025 Apr 15;66(5):100806. doi: 10.1016/j.jlr.2025.100806
**Supplement:** Supplemental Materials

**SUPPLEMENTAL MATERIALS**

**PPARɑ variant V227A reduces plasma triglycerides through enhanced lipoprotein lipolysis**

Lauren F. Uchiyama^1,2^†, Gabriel Pe Manuel Ordonez^3^†, Khoi Pham^3^, John Paul Kennelly^1,2^, Maykel López Rodríguez^1,2^, Lany Tran^3^, Peter Tontonoz^1,2^, Alexander Nguyen^3^*

†These authors contributed equally

**Supplemental Table 1. Oligonucleotide sequences**

| **resource type** | **sequences & additional information** |
| --- | --- |
| Cloning primers to introduce sgRNA  into expression vector | forward, 5'- GTATGACCCGGGCCTTGACCT  GTTTTAGAGCTAGAAATAGC  AAGTTAAAATAAGGC -3';  reverse, 5'- GGTGTTTCGTCCTTTCCACAAG -3' |
| Ppara V227A sgRNA for zygote microinjection (IDT) | 5’- GTATGACCCGGGCCTTGACCTGUUUUAGA  GCUAGAAAUAGCAAGUUAAAAUAAGGCU  AGUCCGUUAUCAACUUGAAAAAGUGGCA  CCGAGUCGGUGCUUUU -3’ |
| *Ppara* exon 4 genotyping primers | forward, 5'- AGCAATTCGCTTTGGAAGAA -3';  reverse, 5'- AAGAAGGCAGCAGTTGGTGT -3'  (DNA fragments size after *SrfI* digestion: wild-type, 399bp; mutant, 170bp & 229bp) |
| *Lpl* qPCR primers | forward, 5'- AGGACCCCTGAAGACAC -3';  reverse, 5'- GGCACCCAACTCTCATA -3' |
| *Cpt1a* qPCR primers | forward, 5'- CCGCCAATTCCAAAAAGTAAC -3';  reverse, 5'- CATTTGGTTTGTATCACTAGA -3' |
| *36B4* qPCR primers | forward, 5'- GGCCCTGCACTCTCGCTTTC -3';  reverse, 5'- TGCCAGGACGCGCTTGT -3' |
| *Acox1* qPCR primers | forward, 5'- GCCATTCGATACAGTGCTGTGAG -3';  reverse, 5'- CCGAGAAAGTGGAAGGCATAGG -3' |
| *Ppara* qPCR primers | forward, 5'- GACAAGGCCTCAGGGTACCA -3';  reverse, 5'- GCCGAATAGTTCGCCGAAA -3' |
| *Cd36* qPCR primers | forward, 5'- TTGTACCTATACTGTGGCTAA -3';  reverse, 5'- CTTGTGTTTTGAACATTTCTGC -3' |
| *Vnn1* qPCR primers | forward, 5'- TATGTCTTCCCTGAAGTGTT -3';  reverse, 5'- CCCAGTCCTTCCCATAC -3' |
| *Cyp4a10* qPCR primers | forward, 5'- CTCATTCCTGCCCTTCTCA -3';  reverse, 5'- GTAGTTCGAAGCGGAGCAGT -3' |
| *Ehhadh* qPCR primers | forward, 5'- CGGTCAATGCCATCAGTCCAA -3';  reverse, 5'- TGCTCCACAGATCACTATGGC -3' |
| *Scd1* qPCR primers | forward, 5'- CGAAGTCCACGCTCGATCTC -3';  reverse, 5'- TGTGGGCCGGCATGAT -3' |
| *Fgf21* qPCR primers | forward, 5'- GCTGCTGGAGGACGGTTACA -3';  reverse, 5'- CACAGGTCCCCAGGATGTTG -3' |
| *Cpt2* qPCR primers | forward, 5'- CAGTGTGGGCGAGCTTCAG -3';  reverse, 5'- GAGCTCAGGCAGGGTGACC -3' |
| *Lpl* promoter ChIP-qPCR primer | forward, 5'- CCCCTCCTCTCTGCCTCTAT -3';  reverse, 5'- GGTAACGAGGCTCAACGGTG -3' |
| *Lpl* enhancer -16kb ChIP-qPCR primer | forward, 5'- ACCTGGCTTGCAAAATGACC -3';  reverse, 5'- AGCACTCTACGCCCTTATCT -3' |
| *Lpl* enhancer -34kb ChIP-qPCR primer | forward, 5'- TGCTCTACTGTCCCCAAACA -3';  reverse, 5'- GCCTTGGCAACCGTTACTAG -3' |
| *Lpl* enhancer -36kb ChIP-qPCR primer | forward, 5'- TGTTTGTGTAGCATCTCCTTCTG -3';  reverse, 5'- AAAAGGGGCAGGGAAAGTCA -3' |
| *Rpl35* negative control ChIP-qPCR primer | forward, 5'- TCTGGGACTGTAGGCAAAGG -3';  reverse, 5'- GAAAACCTGCAAAGCTCCCA -3' |

**Supplemental Table 2. *Ppara* target gene metabolic pathway gene sets**

| **Pathway Gene Set** | **Genes** |
| --- | --- |
| Ketogenesis | *Hmgcs2, Fgf21, Bdh1, Acat1, Hmgcl* |
| Hepatic lipogenesis | *Scd1, Fasn, Acaca, Gpam, Fads1, Acacb, Agpat2, Elovl6, Mlycd, Me1, Lpin2, Hsd17b12, Fads2, Agpat3, Agpat5, Gpat4, Dgat1, Elovl5, Elovl7, Mogat1, Scd2, Slc25a10, Srebf1* |
| Mitochondrial FA Oxidation | *Cpt1a, Cpt2, Acaa2, Acadm, Acadl, Acadvl, Acads, Acad8, Acad9, Acad10, Acot2, Etfdh, Hadha, Hadhb, Hadh, Slc25a20, Slc22a5, Txnip, Acot9, Acot10, Cpt1b, Crat, Etfa, Etfb, Decr1, Eci1, Hsd17b10, Hibch, Ucp2, Ucp3* |
| Acyl-CoA metabolism | *Acot12, Acsl1, Acsl3, Acsl5, Acsm3, Acot1, Acot7, Acsl4, Acss2, Fabp1, Fabp2, Fabp3, Fabp4, Fabp5* |
| Lipid transport | *Fabp1, Cd36, Slc27a1, Slc27a4, Slc27a2, Lepr, Adipor2* |
| Lipoprotein catabolism | *Lpl, ApoC3, ApoA1, ApoA2, Apoa5, Pltp, Angptl4, Lipc, Lipg, Lrp4, Pctp, Vldlr, Mttp* |
| Glucose transport and metabolism | *Aqp3, Pdk4, G6pc1, Gk, Aqp7, Aqp9, Fbp2, Gpd1, Gpd2, Gys2, Ldha, Pcx, Pck1, Pdk1* |
| Inflammation | *Cd68, Fgb, Apc2, Birc3, Cebpb, Crp, Cxcl10, Adgre1, Icam1, Ifi47, Igtp, Nfkbia, Il1b, Il1r1, Il1rn, Il1rap, Il6, Il6ra, Il18, Lcn2, Lifr, Ccl2, Ccl3, Mt1, Mt2, Orm2, Orm3, Nfkb1, Pla1a, Saa2, Saa4, Stat1, Stat2* |
| Peroxisomal FA Oxidation | *Acox1, Ehhadh, Abcd2, Abcd3, Acaa1a, Acaa1b, Acot3, Acot4, Acot5, Acot8, Crot, Decr2, Ech1, Hacl1, Hsd17b4, Eci2, Pex11a* |
| Microsomal FA Oxidation | *Aldh3a1, Aldh3a2, Aldh9a1, Cyp4f15, Cyp4x1, Cyp4a10, Cyp4a12a, Cyp4a14* |
| Lipid Droplets | *Plin2, Ces1g, Ces3a, Cidea, Cidec, Plin4, Lipa, Lipe, Mgll, Plin5, Plin1, Pnpla2* |
| Cholesterol/BA metabolism | *Abca1, Abcb4, Abcb11, Abcg5, Abcg8, Cav1, Cyp7a1, Cyp8b1, Cyp27a1, Npc1, Rab9, Scarb2, Slc10a1, Slc10a2* |
| Biotransformation | *Akr1B10, Cyp2c29, Cyp1a2, Cyp2a5, Ephx2, Gsta3, Mgst3, Ugt1a9, Cyp3a11* |
| Amino acid metabolism | *Abat, Acmsd, Agxt2, Arg1, Asl, Ass1, Cbs, Cps1, Cth, Got1, Got2, Gls, Gls2, Gpt, Hal, Hpd, Oat, Odc1, Otc, Pah, Psat1, Tat* |

**Supplemental Figure 1. Additional gene set enrichment analysis analyses.**

**(A-C)** Gene set enrichment analysis with Wikipathways curated gene sets **(A)**, KEGG 2021 Human gene sets **(B)**, and Bioplanet 2019 gene sets **(C)** using differential transcript abundance between V227A liver tissue relative to wild-type. Liver tissue was obtained from 6-hour fasted adult male mice. Gene sets with FDR < 0.05 in **(A)** or p-value < 0.01 in **(B-C)** are labeled in blue. **(D)** Gene set enrichment analysis with manually curated PPARɑ target gene metabolic pathways using differential transcript abundance between the following conditions from left-to-right: Wy-14643 treatment relative to control, fenofibrate treatment relative to control, and 16-fasted relative to fed using data from GSE154275 and GSE118789. Gene sets with FDR < 0.05 are labeled in blue. Genes used for gene sets are listed in supplementary data. NES = normalized enrichment score.

**Supplemental Figure 2. Gene expression correlation with 16-hour fasted mice**

Log2 fold-change of deregulated genes from V227A liver tissue relative to wild-type (p < 0.05 and log2 fold-change either > 1 or <-1) were compared between V227A relative to wild-type (x-axis) and indicated comparison (y-axis) using RNA sequencing of 16-hour fasted mouse liver tissues from GSE154275. Comparisons include **(A)** Wy-14643 treatment relative to vehicle, **(B)** fenofibrate treatment relative to vehicle, **(C)** *Ppara* knockout mice relative wild-type mice, **(D)** Wy-14643-treated *Ppara* knockout mice relative to Wy-14643-treated wild-type mice, and **(E)** fenofibrate-treated *Ppara* knockout mice relative to fenofibrate-treated wild-type mice. Linear regression (black line) with 95% CI (grey area) are shown. Pearson correlation coefficient and associated p-value are shown.

How the deposited data were processed for this re-analysis (not part of the article)

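RNA sequencing of liver compared 4 wild-type and 4 V227A adult male mice after a 6 h fast. The authors made stranded poly-A libraries, trimmed the paired reads with Trimmomatic, aligned them to GRCm38 with RNA STAR, counted them on genes with featureCounts and compared the genotypes with edgeR. The paper's text does not name the versions of these tools, the annotation, the strand setting of the counting, a filter on low counts or the model's covariates. The study's other experiments, and the mouse livers of other studies that it compares with, were not analysed here.

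The data used here are the authors' deposited table of their own comparison of 27179 genes. The log2 fold change of V227A over wild-type and the average log2 CPM were fitted by the authors with edgeR before they were deposited. The F statistic, a score without a fixed range, comes from the authors' quasi-likelihood test. The p-value and the FDR, which is the p-value after Benjamini-Hochberg adjustment over all genes of the table, are also the authors' own. The table has 0 columns of values per library. The tests planned on values per library were therefore replaced by counts and descriptions of the authors' own comparison and by tests that start from its p-values and fold changes. No mean and SD per genotype could be computed.

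Genes at the lowest average log2 CPM, 8242 of them, have no reads and were left out, which leaves 18937 genes, 18238 of them with a symbol. Of the 27179 genes of the table, 25860 carry a symbol. The mean effective library size was found from this floor and a prior count of 2. The estimate was checked on genes with 1 read in total, of which there were 918. They fall into 8 classes by fold change, 4 negative and 4 positive, and their estimated totals lay between 0.984 and 1.02 reads. Each library's own size is unknown. Standard errors were taken as the size of the log2 fold change divided by the square root of F. Denominator degrees of freedom were found from F and p. The second most common value was 12.96, for 1491 genes, which is 3 below the most common. Among genes with at least 100 estimated reads the lowest was 6.20, near the 6 residual degrees of freedom of 8 libraries in 2 groups. The intervals cover 95% under the t distribution, are approximate, and include the spread between mice only as the authors' model estimated it.

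Gene sets were tested with the preranked test of fgsea 1.28.0 (10000 permutations for its first estimate, seed 11) and with camera of limma 3.58.1 at a preset correlation of 0.01, in R 4.3.3 with data.table 1.17.8. Other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and matplotlib 3.10.9 drew the plots. Families were adjusted separately: 14 sets of Supplemental Table S2, 4 families named after Fig. 4A, 8 lists for checks, 13 lists of tissue and cell markers, and 4 lists written after the data had been seen. The checks cover circadian genes, sterol synthesis, the response to SREBP1c and insulin, fasting glucose output, the Dlk1-Dio3 region, genes next to *Ppara*, sex genes and the strain gene *Nnt*. The markers cover pancreas, intestine, adipose tissue, skeletal muscle, red blood cells, B cells, T and NK cells, Kupffer cells and macrophages, neutrophils, cholangiocytes, stellate cells, endothelial cells and hepatocytes. The lists made later hold interferon-stimulated genes, the inflammation set split into a part induced by interferon and the other part, and mitochondrially encoded mRNAs. Random lists were matched on mean level by drawing each gene from the 500 nearest in level. Transcript length, GC content and gene coordinates came from GENCODE vM21 and RefSeq annotation of GRCm38. Length and GC content were known for 95.4% of the genes with a mean log2 CPM of at least 0, and with the level they explained a share of 0.139 of the variance of the signed test statistic.

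The recovery of standard errors was tested on 5000 simulated genes in 4 against 4 libraries, 200 of them changed. Standard errors and degrees of freedom came back without error beyond rounding, and 95.5% of the intervals of the changed genes held the true change. The simulated values were normally distributed and fitted with limma. There the fold change over the square root of F equals the standard error by construction, so the exact recovery was fixed in advance. How well the recovery holds for edgeR's fit of counts was not tested. The set tests were tested on 18238 simulated genes with 200 changed genes. There fgsea's preranked test called 10 of 10 changed sets and gave p under 0.05 to 7 of 100 unchanged sets, and camera called 10 of 10 and gave p under 0.05 to 5 of 100. Both simulations drew genes independently, so they say nothing about sets of correlated genes. For shifts in part of a group, 20000 genes were simulated for each number of shifted libraries, and the 95th percentile of F was 31.3 with 3 shifted libraries.

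The genes named in the text were chosen by a rule set before the data were examined, as were the thresholds, the lists for the families, checks and markers, and all alternatives not described as chosen later. The rule covers every gene that the study names for its liver RNA sequencing, and the 5 higher and 5 lower genes with the smallest p past the thresholds of Fig. 4C. It also covers genes with an adjusted p under 0.05 and the 3 leading genes with the smallest p in each called set. A few of the genes that the study names are not reported here. Other names were chosen after their values were seen, among them *Slc16a11*, *Saa1*, the genes of overlaps and leading edges beyond the first 3, and the interferon genes.

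The alternatives tried were other limits on p and fold change, a mean log2 CPM of at least 0, ranking by log2 fold change, a weight of 0 in the enrichment score, camera, sets without *Lpl*, and sets without genes shared between sets. Chosen after seeing the data were p under 0.01 without a fold change limit, at least 10 estimated reads per library, adjustment over genes with reads only, the inclusion of genes without reads, the correction for length, GC content and level, and lipogenesis without *Scd1*. The edited site was placed by exact matches of the guide to the *Ppara* transcripts.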

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

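In this part, the comparison of the interferon genes with Kupffer cell markers and the test of the genes around *Slc16a13* were set before their results were seen, and the other tests were chosen after.

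The paper does not discuss interferon-stimulated genes as a group, and its inflammation set holds 5 of them. A list of 56 such genes, of which 4 are in the inflammation set, was written after the genes with the smallest p had been seen. It had a normalized enrichment score of -2.86 (adjusted p = 1.62e-18 in fgsea's preranked test with Benjamini-Hochberg adjustment). By fold change 53 of the 56 were lower in V227A, and of the 52 with a mean log2 CPM of at least 0, 16 had an unadjusted p under 0.05 in the authors' deposited table. The median log2 fold change of these 52 was -0.30. The score was -2.63 (adjusted p = 2.28e-12 in fgsea's test) for the members outside the 60 genes with the smallest p, and -2.80 (adjusted p = 8.84e-17 in fgsea's test) for the members outside the inflammation set. Over the alternatives of the ranking the score ran from -5.76 to -1.83 and the adjusted p in fgsea's and camera's tests from 8.70e-24 to 1.87e-04. The member with the smallest p was *Ifit1*, with a log2 fold change of -0.98 and an adjusted p of 0.418 in the authors' deposited table (the authors' edgeR test with Benjamini-Hochberg adjustment). *Rsad2* had -0.79 and *Usp18* -0.74 in the authors' deposited table. *Ifit3* and *Ifit3b* are close copies whose reads may be split.

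For some explanations of the interferon genes the tables hold values that argue against them. After the trend on transcript length, GC content and level was removed, the score was -2.77 (adjusted p = 3.04e-18 in fgsea's test). Fewer immune cells of every kind would lower markers of B cells and of T and NK cells with Kupffer cell markers. The median log2 fold change of the B cell markers was 0.42, with 7 of 8 higher, which argues against it. Their enrichment had an adjusted p of 0.111 in fgsea's test. The T and NK cell markers go with the explanation, with 7 of 9 lower and a median of -0.14. The B cell and Kupffer cell lists differed (exact two-sided permutation test, p = 0.00571). That test treats markers as independent, so its p-value does not measure the spread between mice. The B cell markers are low in these libraries, with 3.51 CPM for the highest, *Ighm*, the only one with an unadjusted p under 0.05 in the authors' deposited table. The T and NK cell markers are low too, with 1.26 CPM for the highest, *Cd4*.

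A shift in 1 or 2 of the 4 libraries of a genotype stays open. In the authors' deposited table 14 of the 52 genes (26.9%) had an F above 6.00, the 95th percentile of simulated genes with 1 shifted library, and 4 (7.69%) had one above 12.5, that with 2 shifted libraries. The simulated genes were independent, whereas interferon genes move together and the list was partly chosen by small p, so these counts exclude neither. In the authors' fit some genes have fewer degrees of freedom than most, as a robust fit gives to genes with an unusually large spread, which a shift in part of a group would cause. Yet 48 of the 51 genes where it could be recovered (94.1%) had the full value, against 80.7% of all genes of that level. Fewer Kupffer cells cannot be told apart from lower expression per cell. All 10 Kupffer cell markers were lower, and the interferon genes differed from them by -0.05 in median log2 fold change (two-sided test with 100000 permutations, p = 0.548). The highest of these markers was *Clec4f*, with 81.9 CPM and a log2 fold change of -0.07 in the authors' deposited table. Of the Kupffer list, *C1qa*, *C1qb* and *C1qc* also stand in the complement list and *Adgre1* in the inflammation set. A lower interferon response in V227A livers may be a candidate explanation, as a hypothesis that these values do not separate from fewer Kupffer cells or from 1 or 2 animals with a different exposure. Infection status, cage and litter were not tested.

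The paper does not report on *Slc16a13* (chromosome 11, 70216789 to 70222740 of GRCm38) or *Slc16a11* (70213695 to 70216414), which encode monocarboxylate transporters. The log2 fold change of *Slc16a13* was 1.35 in the authors' deposited table, with an approximate 95% interval of 0.80 to 1.89 and an estimated 97.9 reads per library. That of *Slc16a11* was 0.93 in the authors' deposited table, with an interval of 0.56 to 1.31 and an estimated 387 reads. For both genes the adjusted p in the authors' deposited table was 0.408 (the authors' edgeR test with Benjamini-Hochberg adjustment).

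A shift in 1 or 2 libraries of a group stays open. Of 200000 simulated genes with 2 shifted libraries, 0.041% reached the lower F of the pair, 26.9, but the pair was picked from all genes for its small p. A changed chromosome segment would be expected to move further genes, but 0 of the 65 other genes within 1000 kb with a mean log2 CPM of at least 0 had an unadjusted p under 0.05. Chance stays open. Among the 67 genes with p under 0.01 at that level and a known position, there were 6 pairs of direct neighbours that changed in one direction, against a mean of 0.189 and at most 4 in 10000 shuffles of positions. The permutation p of this count was 0.0001, the smallest these shuffles can give. That count includes duplicated genes and the pair that prompted it, so it does not exclude chance for this pair, and 17.1% of the shuffles had at least 1 pair. Among the 14 of them with p under 0.001 there were 2 pairs, *Slc16a11* with *Slc16a13* and *Meg3* with *Rian*, and 0.76% of the shuffles had at least 1 pair and 0.01% at least as many. This count too includes the pair that prompted it. Reads that run through from one gene into the other cannot be told apart from a shared change. The genes lie 374 base pairs apart and converge, and the log2 fold change of *Slc16a13* was 0.41 above that of *Slc16a11*, with an approximate standard error of 0.314 for the difference. A shared regulator acting on both genes may explain the pair, as a hypothesis, and neither a binding site nor a variant near the pair was tested.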

How the results depend on the processing

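All settings start from the p-values and fold changes of the authors' deposited table. The alternatives with p under 0.01 and no fold change limit, at least 10 estimated reads, adjustment over genes with reads, all named genes, the correction for length, GC content and level, and lipogenesis without *Scd1* were chosen after seeing the data. No alternative that needs values per library was run: DESeq2's size factors and test in place of the authors' tool edgeR, no TMM factors, the likelihood ratio test, the robust fit, limma-voom, other pseudocounts, limma without trend, leaving out each mouse, camera with an estimated correlation, and fry. No paired analysis was possible because the table holds 1 comparison and no values per mouse. For the same reason, other splits of the 8 libraries could not be tested, so how often they would give as many genes is not known.

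The count of genes moved with every limit. Against 229 genes (92 higher, 137 lower) at the thresholds of Fig. 4C, the authors' deposited table gives 515 (236 and 279) without a fold change limit and 44 (20 and 24) at p under 0.01 with it. The authors' deposited table gives 36 (19 and 17) among genes with a mean log2 CPM of at least 0, 63 (23 and 40) with at least 10 estimated reads, and 89 (39 and 50) at p under 0.01 without a fold change limit. The share of higher genes was thus larger where low genes were left out by mean log2 CPM. The count with an adjusted p under 0.05 in the authors' edgeR test with Benjamini-Hochberg adjustment went from 0 to 2 with either filter on low values, since fewer genes were tested, and both times the genes were *Rian* and *Slc35f2*. It was 0 when adjusted over the 18937 genes with reads, where 515 have an unadjusted p under 0.05.

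The rank of *Lpl* was 37 over all genes and 29 at a mean log2 CPM of at least 0. It was 18 among genes higher in V227A, since fewer genes were ranked. Of the genes of Fig. 4G, 8 have p under 0.05 in the authors' deposited table. A fold change limit left 2, p under 0.01 with that limit left 2, and p under 0.01 without it left 4. The odds ratio of target genes among the higher genes was above 1 under both alternatives.

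Ranking genes by log2 fold change altered the most calls. It reversed acyl-CoA metabolism (-0.91), glucose transport and metabolism (0.90) and lipid droplets (-0.99), none of which was called with either ranking. Lipogenesis (1.38), inflammation (-1.22), microsomal oxidation (1.39), peroxisomal oxidation (1.59), complement (-1.30), PPAR target genes (1.24) and elongation (1.47) kept their direction but lost their call. With this ranking 0 of the 14 sets and 1 of the 4 families, the ribosomal proteins, were called. Genes with few reads have the largest fold changes, but the cause was not tested.

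Among genes with a mean log2 CPM of at least 0, glucose metabolism reversed (0.73) and lipid droplets gained a call (1.80). With a weight of 0, glucose metabolism reversed (0.78), and lipid droplets (2.31) and mitochondrial oxidation (2.19) gained one. With camera at the preset correlation, glucose metabolism reversed (adjusted p = 0.710, range over its alternatives 0.551 to 0.806), while lipid droplets (0.0192, range 0.00527 to 0.758) and mitochondrial oxidation (0.0450, range 0.00825 to 0.758) gained a call. With camera on ranks the adjusted p-values of the same 3 sets were 0.587, 0.0210 and 0.0215, within the same ranges. With genes held by 1 set only, lipid transport gained a call (1.68). With the correction for length, GC content and level, cholesterol metabolism (1.69), lipid droplets (1.71) and lipid transport (1.67) gained one, and the ribosomal proteins lost theirs (-0.92). With all named genes, inflammation (-1.53) and microsomal oxidation (1.52) lost theirs. The cause was not tested for any of these changes.

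Of the 14 sets, the setting of the methods called 4, a weight of 0 called 6, both forms of camera 6, the filter on low values 5, sets without shared genes 5, the correction 7 and all named genes 2. Lipogenesis and peroxisomal oxidation were called under every setting except ranking by log2 fold change. Lipoprotein catabolism was called under none. The 4 families were all called with a weight of 0, with both forms of camera, with the filter and with all named genes. The interferon-stimulated genes were called under all 6 alternatives run for them.

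Of the 5899 genes with under 10 estimated reads per library, 167 have p under 0.05 in the authors' deposited table, and 166 of these have a log2 fold change above 1 or below -1, so at this depth only changes of about that size passed. The authors' deposited table has 1 gene with p under 0.01 among the 2817 genes with under 1 estimated read.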

Differences from the paper's values

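The paper's methods give 39 upregulated genes with p under 0.05 as the input to Enrichr, and the authors' deposited table holds 236 genes with a higher level in V227A and p under 0.05. None of the alternatives set before the data were examined closed the gap: 92 genes with a log2 fold change above 1 as well, 20 with p under 0.01 and that limit, and 158 with a mean log2 CPM of at least 0. With p under 0.01 and no fold change limit, a setting chosen after seeing the values, the authors' deposited table holds 39 such genes.

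The paper marks lipoprotein catabolism as an enriched set in Fig. 4I. Here its normalized enrichment score was 1.599 against about 1.6 in Fig. 4I, read by eye, and its adjusted p was 0.0774 in fgsea's preranked test with Benjamini-Hochberg adjustment. No setting that was run brought it under 0.05, and the lowest value over the alternatives was 0.0758. Microsomal fatty acid oxidation is not marked in Fig. 4I, and its adjusted p here was 0.0445 in fgsea's test (range over the alternatives 0.0192 to 0.506). The GSEA program that the paper used was not run here.

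The paper names *Cyp4a10* among upregulated genes. Its log2 fold change was 0.85 in the authors' deposited table, with an approximate 95% interval that includes 0.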

Other observations

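In this part, the tests of the genes near *Ppara*, of the nearest genes to the ribosomal proteins and of the clock genes were set before their results were seen, and the other tests were chosen after.

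Genes past the thresholds of Fig. 4C mostly have few reads, with 166 of 229 under 10 estimated reads per library. This is consistent with the fold change limit alone. Of all genes under 10 reads, 2.83% have p under 0.05 in the authors' deposited table, close to 2.72% of all genes with reads. With the fold change limit added, the share was 2.81% under 10 reads but 0.159% at 1000 or more reads.

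Fewer genes have p under 0.05 than evenly spread p-values would give, 515 against 947. Low counts do not account for it, since 1.72% of the 3146 genes with 1000 or more estimated reads had p under 0.05 in the authors' deposited table. Genes with an unusually large spread do not account for it either, since the share was 2.27% among the 8600 genes with the full degrees of freedom and a mean log2 CPM of at least 0. Differences between libraries that do not follow genotype could give such a shortage, and the median squared test statistic at 1000 or more reads was 0.659 of the value chance gives. Without values per library the cause cannot be told apart from a conservative test.

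Cytoplasmic ribosomal protein genes were lower in V227A as a set. The set is mostly short transcripts, with a median length of 1054 against 3367 bases for all genes, and its enrichment score went to -0.92 after the trend on length, GC content and level was removed. The other genes nearest to them in these properties, 1103 distinct genes, had a median test statistic of -0.53, between -0.69 for the 84 ribosomal genes and -0.10 for all genes. A technical or biological trend shared with other short transcripts may therefore explain most of the ribosomal shift. It may not be the whole of it. Of the 84 genes, 56 lay below the mean of their neighbours (exact two-sided binomial test, p = 0.00299). Their median was -0.32 after a correction fitted without them. The binomial test treats genes as independent, which genes regulated together are not. RNA quality per library was not tested.

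Lipogenic genes rose together with lists that the paper does not discuss. The list for SREBP1c and insulin response had a normalized enrichment score of 2.04 (adjusted p = 0.00124 in fgsea's preranked test with Benjamini-Hochberg adjustment), with 11 of 14 genes higher. Over the alternatives its adjusted p ranged from 1.27e-04 to 0.581 in fgsea's and camera's tests. Ranking by log2 fold change gave the highest value, with a score of 1.33. The list shares genes such as *Scd1*, *Me1* and *Acacb* with the lipogenesis set. Sterol synthesis genes had a score of -0.76 (adjusted p = 0.809 in fgsea's test), with 13 of 20 lower. After the trend on length, GC content and level was removed, the score of the lipogenesis set was 1.77 (adjusted p = 0.0207 in fgsea's test, range over the alternatives 2.92e-04 to 0.506). The trend is thus not the whole of the rise, but the median test statistic of its 21 genes with a mean log2 CPM of at least 0 went from 0.84 to 0.43. Circadian genes had a score of 1.77 (adjusted p = 0.0294 in fgsea's test, range over the alternatives 0.00480 to 0.581), with 14 of 18 higher. A different time of day at harvest could raise lipogenic genes. It would move the clock genes that peak with *Bmal1* and those that peak with *Dbp* and *Per* genes in opposite directions. The median log2 fold change was 0.34 in the first group, with 5 of 5 higher, and 0.14 in the second, with 9 of 13 higher, so the groups did not separate and the question stays open. More recent feeding in V227A mice could also raise lipogenic genes. It would lower genes of fasting glucose output, whose score was -0.84 (adjusted p = 0.801 in fgsea's test) with 4 genes higher and 5 lower, which decides nothing. The paper's methods state a fixed morning start and afternoon end for its fasts of 6 h, which limits differences in time of day and feeding. The values here do not tell what remains of these apart from an effect of the receptor on these genes.

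Beside the rise of *Lpl*, adipose tissue or macrophages mixed into the V227A samples would bring *Lpl* mRNA, but the median log2 fold change of the macrophage markers was -0.26. Adipose markers had a score of -1.65 (adjusted p = 0.0750 in fgsea's test, range over the alternatives 0.00445 to 0.965). With the filter on low values the score was 0.51, from 3 genes. The highest adipose marker, *Fabp4* with 9.28 CPM, had a log2 fold change of -0.25 in the authors' deposited table. A shift in 1 or 2 libraries stays open. The F of *Lpl* was reached by 0.323% of simulated genes with 1 shifted library and by 5.48% with 2, but the paper singled out *Lpl* in these libraries. These values allow higher expression of *Lpl* in V227A hepatocytes but do not separate it from a rise in 1 or 2 of the sequenced mice. In larger groups that were not analysed here, the paper reports higher liver *Lpl* by quantitative RT-PCR in both sexes and on both diets.

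Of the 6 listed genes of the Dlk1-Dio3 region, 2 had a mean log2 CPM of at least 0, *Meg3* and *Rian*, and both fell. Over the whole list 3 genes were higher and 3 lower, with a median log2 fold change of -0.04. The list had a score of -1.62 (adjusted p = 0.0374 in fgsea's test, range over the alternatives 3.09e-06 to 0.926), and ranking by log2 fold change reversed it to 0.91.

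Variants carried along with the edited allele could change genes near *Ppara*. Of the 213 genes within 10000 kb with a mean log2 CPM of at least 0, 7 (3.29%) had p under 0.05 in the authors' deposited table, against 2.58% of the 11329 other genes of that level (two-sided Fisher's exact test, p = 0.508). The 7 genes, named after their values were seen, were *Apol9a*, *Apol7a*, *Gsdmd*, *Apol9b*, *Kifc2*, *Fam83f* and *Pmm1*, of which *Apol9a* and *Apol9b* are close copies. The 11 genes of the list next to *Ppara* had a score of 0.84 (adjusted p = 0.801 in fgsea's test).

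Lists for checks gave no sign of a sex or strain difference. The sex genes had a score of -1.00 (adjusted p = 0.801 in fgsea's test) and *Nnt* one of 0.87 (adjusted p = 0.801 in fgsea's test), with a log2 fold change of 0.06 in the authors' deposited table. At a predicted off-target site, *Rbm27* had a log2 fold change of 0.09 in the authors' deposited table (p = 0.588, without adjustment).

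Of the 13 lists of tissue and cell markers, Kupffer cells and macrophages had an adjusted p under 0.05, with a score of -2.01 (adjusted p = 9.61e-04 in fgsea's test, range over the alternatives 8.36e-06 to 0.492). Adipose tissue (-1.65, adjusted p = 0.0750 in fgsea's test) came next. B cells (1.61, adjusted p = 0.111 in fgsea's test), skeletal muscle (1.57, adjusted p = 0.111), stellate cells (-1.49, adjusted p = 0.135) and cholangiocytes (-1.35, adjusted p = 0.251) followed. The scores of pancreas (-1.12), red blood cells (-1.10), T and NK cells (-1.00), endothelial cells (0.92), hepatocytes (0.91), neutrophils (-0.65) and intestine (-0.60) had adjusted p-values from 0.618 to 0.932 in fgsea's test. Over the alternatives the adjusted p of the B cell markers ranged from 0.0167 to 0.597 in fgsea's and camera's tests, and it was under 0.05 with the filter on low values and with both forms of camera. The adipose markers of the *Lpl* comparison had an adjusted p under 0.05 with both forms of camera, which placed them lower in V227A. None of the other 10 lists had one under 0.05 under the alternatives run. The direction of the adipose, skeletal muscle, stellate cell, hepatocyte, intestine and neutrophil markers changed under at least 1 alternative. Liver also expresses many of the listed genes. At a mean log2 CPM of at least 0 were 2 of 7 pancreas genes with reads, 2 of 7 intestine genes, 3 of 7 adipose genes, 1 of 8 skeletal muscle genes and 0 of 8 neutrophil genes.

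Mitochondrially encoded mRNAs were higher in V227A in 13 of 13 cases, with a median log2 fold change of 0.30 and a score of 1.97 (adjusted p = 0.00117 in fgsea's test, range over the alternatives 2.78e-07 to 0.0510). The list was written after the data had been seen, its genes come from 1 transcript unit per strand and are not independent, and none of the 10 with a mean log2 CPM of at least 0 had an unadjusted p under 0.05 in the authors' deposited table. After the trend on length, GC content and level was removed, the score of these 10 was 2.09 (adjusted p = 6.05e-06 in fgsea's test), which argues against that trend as the whole cause. The level of these mRNAs was very uneven in the authors' deposited table. The average log2 CPM was 13.8 for *COX1* and 13.7 for *CYTB*, but 2.11 for *COX2* and -1.16 for *ATP8*. The log2 fold changes were 0.14 for *COX1* and 0.25 for *CYTB* (unadjusted p = 0.481 and 0.214 in the authors' edgeR test), against 0.59 for *COX2*. The cause of the uneven counts was not tested, and no biological explanation was tested.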
